# Arabidopsis DXO1‐ and RNMT1‐Mediated m^7^G Capping of mRNA Modulates ABA Response

**DOI:** 10.1111/pce.70547

**Published:** 2026-04-16

**Authors:** Shumin Liang, Shangwei Wu, Chen Xiao, Hailei Zhang, Wuzhen Liu, Kefan Hu, Huijuan Tan, Hongwei Guo, Liming Xiong, Jiansheng Liang, Yiji Xia

## Abstract

Eukaryotic mRNA carries an N7‐methylguanosine (m⁷G) 5′ cap that is essential for mRNA stability and function. Although traditionally viewed as a constitutive process, m⁷G capping is increasingly recognized as dynamically regulated to control gene expression in response to environmental stimuli. The recent discovery of NAD‐capped RNAs adds further complexity to gene regulation through RNA capping. In Arabidopsis, DXO1, an enzyme with NAD cap decapping and exonuclease activities, was recently shown to also promote m⁷G capping through its non‐catalytic N‐terminal domain, which activates the methyltransferase RNMT1. Here, we show that DXO1's role in abscisic acid (ABA)response and stress tolerance depends primarily on the non‐catalytic domain's function in m⁷G capping, with minimal contribution from its enzymatic functions. RNMT1 mutants similarly exhibit reduced ABA sensitivity, mirroring *dxo1* phenotypes. Transcriptome analysis reveals that DXO1's and RNMT1's functions in m⁷G capping predominantly regulate genes involved in abiotic stress, defense, light signaling, photosynthesis, and transcription. The enzymatic domain of DXO1 modestly influences the expression of a subset of these m⁷G capping‐regulated genes, suggesting coordinated regulation between its m⁷G capping and enzymatic functions. Overall, our study uncovers an important role for m⁷G capping in gene regulation in response to ABA and environmental stimuli.

## Summary statement

A summary statement highlighting the importance of the work is provided below:

The m⁷G cap is a critical regulatory feature of eukaryotic mRNAs, yet its dynamic regulation in plants remains poorly understood. Here, we demonstrate that DXO1's role in ABA and stress responses depends primarily on this N‐terminal domain, which activates the m⁷G methyltransferase RNMT1, with minimal contribution from DXO1's enzymatic activities. Mutations in RNMT1 phenocopy *dxo1* in ABA sensitivity and stress tolerance, and transcriptomic analyses reveal that the DXO1‐RNMT1 module coordinates genes involved in abiotic stress, defense, light signaling, and photosynthesis. Intriguingly, the catalytic domain of DXO1 influences a subset of these same genes, suggesting cross‐talk between m⁷G capping and NAD decapping pathways. Collectively, our findings establish DXO1 as a central hub linking RNA cap metabolism to environmental stress responses in plants, revealing an unanticipated integration of distinct cap regulatory systems.

## 1 Introduction

The N7‐methylguanosine (m^7^G) cap, first discovered over 50 years ago in mRNAs from animal viruses and subsequently in animal and other eukaryotic cells, is a defining feature of eukaryotic mRNA (Furuichi et al. 1975; Shatkin 1976; Sripati et al. 1976; Wei et al. 1975). In animals, two enzymes catalyze the formation of the cap: the capping enzyme (CE) adds the guanosine cap (the G cap) to the 5′ end of a nascent transcript after synthesis of approximately 30 nucleotides and the RNA cap methyltransferase (RNMT) then converts the G cap into the m^7^G cap (Ramanathan et al. 2016; Shuman 1995). In mammals, a small protein named RNMT‐Activating Mini protein (RAM) associates and activates RNMT and is required for efficient cap methylation (Gonatopoulos‐Pournatzis et al. 2011). In addition, after the formation of the m^7^G cap, which is also termed the Cap‐0 structure, the ribose residue on the first nucleotide adjacent to the m^7^G cap typically undergoes 2′‐O‐methylation to form the Cap‐1 structure. mRNA that contains only the Cap‐0 structure is recognized as a non‐self‐molecule to trigger autoimmunity (Daffis et al. 2010; Despic and Jaffrey 2023). As a high level of Cap‐1 mRNA can still cause autoimmunity, a large portion of Cap‐1 mRNAs further undergo 2′‐O–methylation on the second nucleotide in the cytosol to form the Cap‐2 structure (Despic and Jaffrey 2023). In addition to preventing autoimmunity, the Cap‐1 and Cap‐2 structures also improve translation efficiency and mRNA stability (Despic and Jaffrey 2023).

The m⁷G cap plays a critical role in protecting mRNA from degradation by 5′–3′ exonucleases. Additionally, once the cap is formed, it recruits CAP‐BINDING PROTEIN 20 (CBP20), which in turn recruits CBP80 and other factors to assemble the cap‐binding complex. This complex mediates various aspects of mRNA metabolism, including transcriptional elongation, pre‐mRNA processing, mRNA transport, and translation initiation (Flaherty et al. 1997; Izaurralde et al. 1994; Kataoka 2023; Mazza et al. 2001), underscoring the essential role of the cap in mRNA function. While traditionally regarded as a constitutive housekeeping process, growing evidence indicates that m⁷G capping is dynamically regulated in a gene‐specific manner to modulate gene expression in response to stimuli (Borden et al. 2021; Galloway and Cowling 2019). Beyond the canonical m⁷G cap, recent studies have identified non‐canonical RNA caps, such as the NAD cap, present on RNAs in both prokaryotic and eukaryotic organisms including plants (Cahová et al. 2015; Dong et al. 2022; Jiao et al. 2017; Sharma et al. 2022; Walters et al. 2017; Wang et al. 2019; Zhang et al. 2019), further increasing the complexity of RNA capping in gene regulation.

It has been over 40 years since it was reported that plant mRNAs also contain the m^7^G cap (Haugland and Cline 1980; Nichols 1979); however, there has been little studies on the capping process and its regulation in plants till very recently, presumably it was assumed that plants have the same mechanisms in the capping processes. However, recent studies indicate divergence in the m^7^G cap modifications between the animal and plant lineages. Recently, mRNAs in plants and algae have been found to only contain the Cap‐0 structure but lack the Cap‐1 or Cap‐2 structure (Xiao et al. 2025), suggesting distinct mechanisms and function of mRNA capping in gene regulation in plants. Although the capping enzymes and RNMT of Arabidopsis share significant sequence similarities with the animal counterparts (Kerk et al. 2008; Ning et al. 2025; Xiao et al. 2023), it was recently discovered that Arabidopsis RNMT (RNMT1) is activated by DXO1 (Xiao et al. 2023), which was previously reported to be a decapping enzyme for NAD‐capped RNA (NAD‐RNA) (Kwasnik et al. 2019; Pan et al. 2020; Yu et al. 2021). The finding further implies the plant‐specific mechanism of regulation in m^7^G capping and its inter‐connection with NAD decapping.

The DXO family proteins in eukaryotes are known to hydrolyze various RNA caps, including the m^7^G cap, the G cap, and the NAD cap and most of them also possess the 5′–3′ exonuclease activity and are therefore considered as enzymes for RNA quality control (Chang et al. 2012; Doamekpor et al. 2022; Jiao et al. 2017; Jiao et al. 2010; Xiang et al. 2009). Arabidopsis consists of a single DXO protein (DXO1) that does not hydrolyze the G cap or m^7^G cap but possesses the NAD‐RNA decapping (deNADding) activity and a weak exonuclease activity (Kwasnik et al. 2019; Pan et al. 2020). Although the mutation of the mammalian DXO appears not to affect cell growth, the knockout mutation of Arabidopsis *dxo1* leads to pleotropic phenotypes with severe defects in growth, development, fertility, as well as alterations in the ABA inhibition of seed germination and the response to abiotic stresses (Kwasnik et al. 2019; Pan et al. 2020; Yu et al. 2021; Zakrzewska‐Placzek et al. 2025). Surprisingly, the morphological defects of *dxo1* could mostly be complemented by catalytically inactive DXO1 (Kwasnik et al. 2019; Pan et al. 2020), indicating that these phenotypes associated with the *dxo1* mutation are not caused by lacking its enzymatic function but rather by the loss of another critical function of DXO1.

Further studies revealed the interesting discovery that Arabidopsis DXO1 also serves as a key component in m⁷G capping (Xiao et al. 2023). Plant DXO1 proteins are unique in containing a ~ 200 amino acid plant‐specific, non‐catalytic N‐terminal extension (NTE) (Kwasnik et al. 2019; Pan et al. 2020). This NTE interacts with and activates RNMT1, thereby promoting the formation of the m⁷G cap (Xiao et al. 2023). An Arabidopsis RNMT1 knockout mutation was found to be embryonic lethal, while weaker loss‐of‐function alleles (*rnmt1‐2* and *rnmt1‐3*) exhibit growth and developmental defects similar to those observed in *dxo1* mutants. These findings suggest that the pleiotropic phenotypes caused by *dxo1* mutations are due to defects in m⁷G capping, underscoring the importance of the cooperative role of DXO1 and RNMT1 in this process.

Although the ABA‐insensitive phenotype in *dxo1* was previously reported to be attributed to altered NAD‐capped transcriptomes (Yu et al. 2021), our recent finding that DXO1 is also an essential component of the m^7^G capping machinery promoted us to investigate whether it is DXO1's role in deNADding or m^7^G capping that mediates the ABA response. In this report, we present multi‐layered evidence demonstrating that the DXO1's role in the ABA response is attributed to its function in m^7^G capping, not NAD decapping or other catalytic activities. Similarly, DXO1's function in m^7^G capping also contributes to its role in tolerance to drought and salt stresses. Besides, we found that the *rnmt1* mutation leads to similar defects in these responses to those of the *dxo1* mutation. Transcriptome profiling analyses further reveals a critical role of m^7^G capping in mediating ABA and stress responses in plants.

## 2 Results

### 2.1 The DXO1's NAD‐RNA Decapping Activity Does not Confer the ABA Response

The previous report suggests that the reduced ABA sensitivity observed in the *dxo1* mutant might result from a defect in deNADding (Yu et al. 2021). However, our recent discovery that DXO1 also plays an essential role in m^7^G capping through its plant‐specific non‐catalytic N‐terminal extension (NTE) (Xiao et al. 2023) prompted further investigation to distinguish the contributions of NAD decapping and m^7^G capping to the ABA response. To address this, we generated various transgenic lines expressing different DXO1 domains or forms in the *dxo1* mutant background. These included *dxo1* lines expressing the non‐catalytic NTE region (amino acids 1–200), the catalytic C‐terminal domain (cDXO1; amino acids 201–544), and two DXO1 mutants, K412Q and E394A, which were previously found to be catalytically inactive (Pan et al. 2020).

The *dxo1* mutant shows no obvious phenotype during seed germination and the early days of seedling growth. However, as the plants mature, they exhibit pleiotropic morphological and developmental defects, including growth retardation, small pale leaves, and partial infertility (Figure 1) (Pan et al. 2020). The *dxo1* phenotypes were fully complemented by the catalytically inactive mutants K412Q and E394A and largely complemented by the NTE domain (Figure 1 and Figure S1). In contrast, the catalytic C‐terminal domain (cDXO1) failed to rescue any of these *dxo1* phenotypes. These results indicate that the morphological and infertility defects in *dxo1* are not due to impaired deNADding or other enzymatic activities but rather depend on the function of its NTE. Furthermore, the partial loss‐of‐function mutant of the RNA cap methyltransferase RNMT1 (*rnmt1‐2* and *rnmt1‐3*) exhibits developmental and morphological phenotypes similar to those of *dxo1* (Figure 1 and Figure S1). *rnmt1‐2* and *rnmt1‐3* are two weak alleles generated by CRISPR/cas‐9 with similar phenotypes whereas the *rnmt1‐1* full knockout mutation is lethal (Xiao et al. 2023).

**Figure 1:**
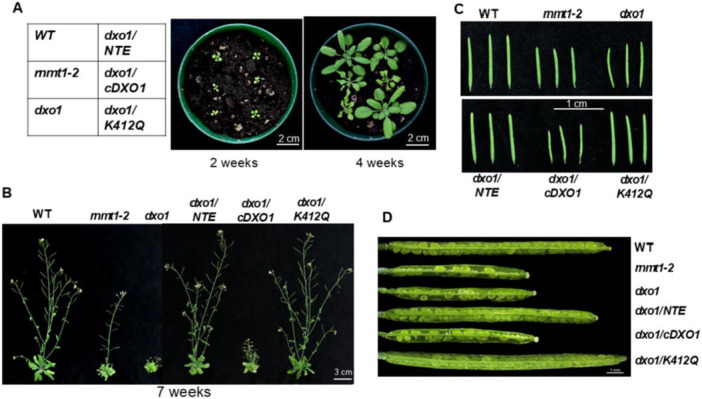
Morphological and developmental phenotypes of WT, *dxo1*, *rnmt1‐2*, and *dxo1* lines expressing different forms of DXO1. (A, B) 2‐week‐ and 4‐week‐old seedlings (A) and 7‐week‐old adult plants of the indicated genotypes. (C, D) Siliques from the different genotypes, showing reduced silique size associated with decreased fertility caused by the *dxo1* and *rnmt1‐2* mutations. *dxo1*/*NTE*, *dxo1*/*cDXO1*, and *dxo1*/*K412Q* refer to *dxo1* lines expressing the N‐terminal extension (NTE), the catalytic domain (cDXO1), and the K412Q mutant form of DXO1, respectively.

We then examined the ABA response phenotypes of the various genotypes. Consistent with the previous report (Yu et al. 2021), the *dxo1* mutant exhibited reduced sensitivity to ABA‐mediated inhibition of seed germination compared to wild type (WT) (Figures S2A,B). Similarly, *dxo1* seedlings showed decreased sensitivity to ABA‐induced growth inhibition relative to WT (Figures S2C,D). To further investigate the role of DXO1's distinct functions in the ABA response, *dxo1* transgenic lines expressing the different DXO1 domains/forms, along with the *rnmt1‐3* mutant, were compared to WT and *dxo1*. Under the mock condition (no ABA), all genotypes exhibited similar germination rates (Figure 2A). However, in the presence of ABA, while *dxo1* seeds germinated at significantly higher rates than WT, the catalytically inactive mutants K412Q and E394A fully complemented this reduced ABA sensitivity phenotype, with *dxo1*/*K412Q* and *dxo1*/*E394A* showing germination rates comparable to WT (Figure 2A,B). These results indicate that the reduced sensitivity to ABA‐mediated germination inhibition in *dxo1* is not due to the defect in DXO1's enzymatic activity.

**Figure 2:**
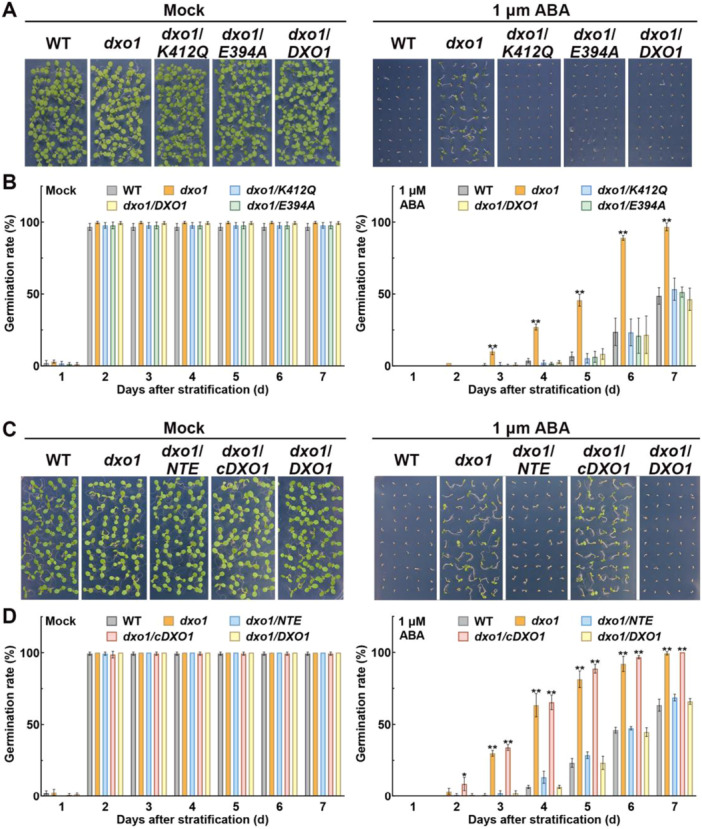
DXO1‐mediated ABA response depends on its non‐catalytic function rather than its catalytic function. (A) Seed germination and seedling phenotypes of WT (Col‐0), *dxo1*, and *dxo1* lines expressing *K412Q*, *E394A*, and the WT *DXO1* genomic copy (*dxo1*/*DXO1*) grown on ½ MS medium without (mock) or with 1 μM ABA for 7 days. (B) Germination rates at indicated days for the genotypes shown in (A), without and with 1 μM ABA. Data represent means ± SD (*n* = 3) with 50 seeds per genotype per replicate. Significant differences relative to WT at each time point were determined by Student's *t*‐test: ** indicates *p* < 0.01. Results are representative of three independent experiments. (C) Seed germination and seedling phenotypes of WT, *dxo1*, and *dxo1* lines expressing the N‐terminal extension (*dxo1*/*NTE*), the catalytic domain (*dxo1*/*cDXO1*), and the full‐length DXO1 (*dxo1*/*DXO1*) grown on ½ MS medium without or with 1 μM ABA for 7 days. (D) Germination rates at indicated days for the genotypes shown in (C), without and with 1 μM ABA. Data represent means ± SD (*n* = 3) with 50 seeds per genotype per replicate. Significant differences relative to WT at each time point were determined by Student's *t*‐test: ** indicates *p* < 0.01. Results are representative of three independent experiments. [Color figure can be viewed at wileyonlinelibrary.com]

### 2.2 The N‐Terminal Extension of DXO1, but not Its Catalytic Domain, Is Involved in Its Function in the ABA Response

The C‐terminal catalytic domain Arabidopsis DXO1 is conserved with animal and yeast DXO family proteins. However, Arabidopsis DXO1 contains a ~ 200 amino acid N‐terminal extension (NTE) that is plant‐specific. This NTE is essential and sufficient for interacting with and activating RNMT1 for m^7^G capping (Xiao et al. 2023). Although the complementation of the *dxo1* ABA response phenotype by the catalytically inactive mutants K412Q and E394A (Figure 2A,B) suggests that DXO1's enzymatic activity is not involved in the ABA response, we cannot fully exclude the possibility that these DXO1 mutant forms retain some unknown or undetected enzymatic function. To further clarify the roles of DXO1's enzymatic activity and m^7^G capping in the ABA response, we generated additional *dxo1* lines expressing either the NTE alone or the C‐terminal catalytic domain (cDXO1) and compared their responses to ABA during seed germination and early seedling growth. In the absence of ABA, all genotypes showed germination rates similar to WT and other *dxo1* lines (Figure 2C,D). However, under ABA treatment, *dxo1* and *dxo1*/*cDXO1* exhibited similarly reduced ABA sensitivity with elevated germination rates compared to WT (Figure 2C,D), indicating that the catalytic domain could not complement the ABA response phenotype. In contrast, NTE, like the K412Q and E394A mutants, fully complemented the reduced ABA sensitivity phenotype of *dxo1*, as these lines displayed germination and seedling growth comparable to WT (Figure 2C,D). Together, these findings demonstrate that DXO1's role in the ABA response depends on the noncatalytic NTE domain rather than its enzymatic activity.

### 2.3 The Defect in m^7^G Capping Caused by the *rnmt1* Mutation also Leads to Reduced ABA‐Insensitivity

Our finding indicates that the ABA response phenotype caused by the *dxo1* mutations is due to its defect in m^7^G capping. This prompted us to investigate whether the *rnmt1* mutation similarly affects the ABA response. Since the *rnmt1* knockout mutation is embryonic lethal, the two knockdown alleles (*rnmt1‐2* and *rnmt1‐3*) were included in the assay. These *rnmt1* knockdown mutants exhibited morphological phenotypes similar to those of *dxo1* (Figure 1 and Figure S1). Like *dxo1*, both *rnmt1‐2* and *rnmt1‐3* showed reduced sensitivity to ABA‐inhibited germination and seedling growth, whereas the *rnmt1‐3* line complemented with a genomic RNMT1 clone (*rnmt1‐3*/*RNMT1*) displayed phenotypes comparable to WT (Figure 3A,B). These results further demonstrate that defects in m^7^G capping lead to reduced ABA sensitivity, highlighting a critical role for m^7^G capping in ABA response.

**Figure 3:**
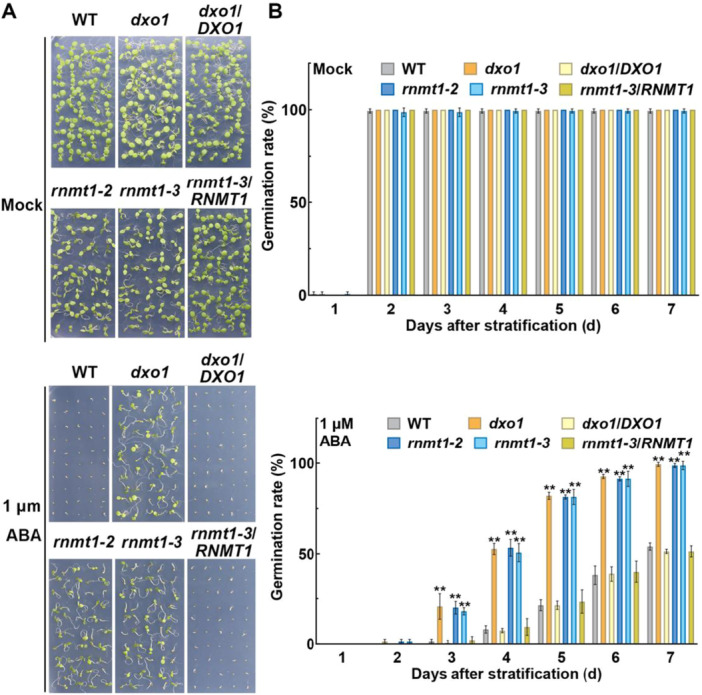
The *rnmt1* mutations confer reduced ABA sensitivity during seed germination and early seedling growth. (A) Seed germination and seedling growth phenotypes of WT, *dxo1*, *dxo1*/*DXO1*, *rnmt1‐2*, *rnmt1*‐*3*, and *rnmt1‐3*/*RNMT1* grown on medium with or without 1 μM ABA for 7 days. Both *dxo1* and *rnmt1* mutants exhibited similar reduced ABA sensitivity phenotypes. (B) Germination rates at indicated days of germination for the genotypes shown in (A). Data represent mean ± SD (*n* = 3) with 50 seeds per genotype per replicate. Significant differences relative to WT at each time point were determined by Student's *t*‐test: ** indicates *p* < 0.01. Results are representative of three independent experiments. [Color figure can be viewed at wileyonlinelibrary.com]

### 2.4 The Role of m^7^G Capping in Other Stress Responses

Given that ABA is broadly involved in responses to various abiotic stresses, we further investigated the effects of *dxo1* and *rnmt1* mutations on plant stress tolerance to better understand their functional roles in abiotic stress responses. We assessed the responses of different genotypes to various abiotic stresses including salt stress (NaCl treatment), osmotic stress (mannitol treatment), and oxidative stress (methyl viologen treatment) during seed germination and early seedling growth. Under NaCl and mannitol treatments, *dxo1*, *dxo1*/*cDXO1*, and *rnmt1* mutants exhibited higher germination rates compared to WT and other genotypes (Figure 4A,B), indicating that defects in m^7^G capping reduce sensitivity to inhibition of germination and seedling growth by salt and osmotic stresses, although these differences were less pronounced than those observed in response to ABA. We also evaluated heat stress tolerance among these genotypes. As shown in Figure S3A,B, *dxo1*, *dxo1*/*cDXO1*, and *rnmt1* mutants displayed higher survival rates under the stress than WT and *dxo1*/*NTE*, suggesting that impaired m^7^G capping enhances heat stress tolerance. However, the differences among the genotypes in seed germination and early seedling growth under the treatment with methyl viologen (MV) were not obvious (Figure S3C). MV is an agent that induces inhibition of the photosynthetic electron transport chain and production of reactive oxygen species in chloroplasts. These results indicate m^7^G capping plays a role in response to some abiotic stresses.

**Figure 4:**
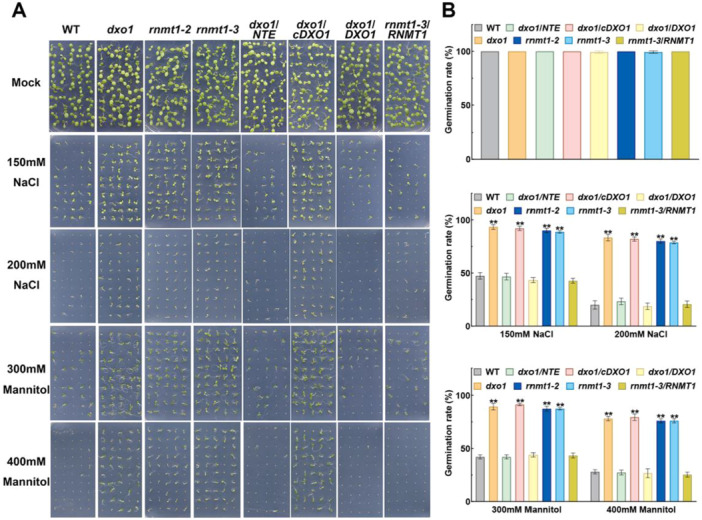
The defect in m^7^G capping caused by *dxo1* and *rnmt1* mutations affect tolerance to high salt and osmotic stresses. (A) Seed germination and early seedling growth of WT and the different *dxo1* and *rnmt1* lines grown with or without 150 mM NaCl, 200 mM NaCl, 300 mM Mannitol, or 400 mM Mannitol for 7 days. (B) Germination rates from (a) were calculated 7 days after stratification under each condition. Data represent mean ± SD (*n* = 3), with 50 seeds per genotype per replicate. Significant differences relative to WT were determined by Student's *t*‐test: * indicates *p* < 0.01. Results are representative of three independent experiments. [Color figure can be viewed at wileyonlinelibrary.com]

We quantified overall m⁷G‐capped RNA levels in samples from *dxo1*/*NTE* and *dxo1*/*cDXO1* plants using RNA dot blotting with an anti‐m⁷G antibody (Figure S4). Our results show that m⁷G cap levels were reduced in *dxo1* and *dxo1*/*cDXO1* compared to WT plants. In contrast, *dxo1*/*NTE* plants partially restored m⁷G cap levels, although these levels remained slightly lower than in WT.

### 2.5 The Effect of Defective m^7^G Capping on Overall Transcriptome Profiles With and Without ABA Treatment

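The RNA-seq data comprise 3 libraries for each of the 5 genotypes WT, *dxo1*, *dxo1*/*cDXO1*, *rnmt1‐3* and *dxo1*/*NTE*, with and without ABA, 30 libraries in total. The authors aligned the reads with hisat2 to TAIR10 and counted them per gene with featureCounts. The deposited values are these raw counts, for 32833 genes, of which 26873 had at least 1 count. Total counts per library ranged from 17961410 to 18814709 (median 18729236) in WT mock, from 17998851 to 20597019 (19917724) in *dxo1* mock, from 19592783 to 20369354 (20300933) in *dxo1*/*cDXO1* mock, from 20075966 to 22563623 (21221339) in *rnmt1‐3* mock and from 19216429 to 21902355 (20275496) in *dxo1*/*NTE* mock. After ABA they ranged from 18715130 to 19634514 (median 19214704) in WT, from 18951555 to 19423270 (19034209) in *dxo1*, from 19733182 to 20994889 (20709469) in *dxo1*/*cDXO1*, from 19926794 to 23249299 (20894288) in *rnmt1‐3* and from 18514097 to 22851437 (19006701) in *dxo1*/*NTE*. At these depths a gene with at most 3 counts in every library of a group has no measurable level there, and only a bound on its fold change is given. Each contrast was fitted in edgeR with TMM scaling and the quasi-likelihood test on its 6 libraries. Genes passing unadjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds the paper names, were called DEGs, and Benjamini-Hochberg (BH) adjusted p values are given beside them. DESeq2 was run as the alternative. Values after ± are standard deviations over 3 libraries, and confidence intervals of percentages cover counting error only.

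The level of *DXO1* (AT4G17620) was lower than WT in *dxo1*, higher in both transgenic lines and like WT in *rnmt1‐3*. In counts scaled to library size (CPM) it was 44.5 ± 4.58 in WT mock, 20.8 ± 2.02 in *dxo1*, 222 ± 3.51 in *dxo1*/*cDXO1*, 233 ± 19.9 in *dxo1*/*NTE* and 45.5 ± 0.659 in *rnmt1‐3*. The log2 fold change against WT was -1.09 in *dxo1*, 2.33 in *dxo1*/*cDXO1* and 2.39 in *dxo1*/*NTE* (edgeR, adjusted p = 0.00073, 1.49e-05 and 0.000223). Gene-level counts do not tell the 5′ part of the gene from the 3′ part, so they do not separate the *dxo1*/*cDXO1* transgene from the *dxo1*/*NTE* transgene. After ABA the values were 41.8 ± 3.2 in WT, 18.6 ± 1.5 in *dxo1*, 259.9 ± 24.8 in *dxo1*/*cDXO1*, 246 ± 16.7 in *dxo1*/*NTE* and 47.1 ± 3.08 in *rnmt1‐3*. *RNMT1* (AT3G20650) stood at 14.7 ± 0.612 CPM in *rnmt1‐3* mock and 19.2 ± 2.58 in WT mock (edgeR, log2 fold change -0.38, adjusted p = 0.0767), and at 16.05 ± 0.645 and 17.18 ± 1.3 after ABA (edgeR, log2 fold change -0.09, adjusted p = 0.501). The *RNMT1* count therefore does not by itself identify the *rnmt1‐3* libraries.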

To better understand how altered m^7^G capping and other functions of DXO1 affect gene expression, we performed RNA‐seq analysis on 5‐day‐old seedlings of *dxo1*, *dxo1*/*NTE*, *dxo1*/*cDXO1*, *rnmt1‐3* and WT under mock and ABA treatment (50 μM ABA for 3 h). This yielded 10 groups, each with three biological replicates, totaling 30 samples. To assess reproducibility among replicates, Principal Component Analysis (PCA) was conducted on the transcriptome data (Figure 5A). The PCA plot showed tight clustering of replicates within each group, indicating high reproducibility suitable for downstream analysis. Furthermore, the 10 groups were distinctly separated by both ABA treatment and genotypes, reflecting distinct overall transcriptome profiles. 

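Across genes, which are not independent replicates, the Pearson correlation of log2 CPM between libraries of the same group was 0.988 to 0.995. The lowest values came from WT mock, and every other group stayed at or above 0.993. The edgeR common dispersion was 0.04 in WT mock and 0.00386 to 0.0102 in the other 9 groups. WT mock replicate 1 accounts for that value: without it the dispersion was 0.00491, and without replicate 2 or 3 it was 0.0584 or 0.0596. On PC1 and PC2 of the variance-stabilized counts of the 500 most variable genes, libraries lay on average 0.633 to 2.05 units from the centre of their own group.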

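Within a treatment the closest centres were those of *dxo1* and *dxo1*/*cDXO1*, 1.94 units apart under mock and 2.47 after ABA. Libraries of the same replicate number correlate between these mock groups, and on PC2 each *dxo1*/*cDXO1* mock library lay below the *dxo1* library of its number (-10.3, -10 and -5.93 against -7.9, -8.12 and -4.39). The centre of *rnmt1‐3* lay 3.29 (mock) and 5.06 (ABA) units from that of *dxo1*. These distances cover PC1 and PC2 only. On PC3 the *rnmt1‐3* libraries lay apart, at 7.11 to 8.98, with all other libraries at -3.82 to 1.22.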

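PC1 carried 78.7% and PC2 11.7% of the variance. Of the PC1 variance, 99.2% lay between treatments, and of the PC2 variance, 98% lay between genotypes. Using all genes in place of the most variable ones moved the shares most, to 43.8% and 22%.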

The variation in transcriptomes attributable to ABA treatment and genotype was primarily explained by PC1 (53% variance) and PC2 (23% variance). 

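The centre of *dxo1*/*NTE* lay 5.31 units from WT under mock and 5.77 after ABA, and 14.5 and 14.3 units from *dxo1*. The corresponding distances from WT were 19.8 and 20.05 for *dxo1*, 21.7 and 21.8 for *dxo1*/*cDXO1*, and 16.6 and 15.5 for *rnmt1‐3*.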

PCA further revealed that the transcriptomes of the *dxo1*/*NTE* cluster closely but remain distinct from WT, suggesting that the NTE largely rescues the transcriptomic effects of the *dxo1* mutation, but the catalytic domain of DXO1 still influences the expression of certain genes. Conversely, the transcriptomes of *dxo1*, *dxo1*/*cDXO1*, and *rnmt1‐3*, each of which is defective in m^7^G capping, show considerable similarity.

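Under mock, 1055 of the 1385 *dxo1* DEGs that were also tested in *dxo1*/*cDXO1* were DEGs there (76.2%, 95% CI 73.8 to 78.4), 1054 of them in the same direction. For *rnmt1‐3* against *dxo1*/*cDXO1* the count was 709 of 1105 (64.2%, 95% CI 61.3 to 67), 705 in the same direction, where independence would give 7.27%. Both mutants are compared with the same WT libraries, which alone creates overlap. Simulated groups without any change, compared with the real WT libraries, shared a median of 17.7% under mock and 19.2% after ABA. Log2 fold changes in *rnmt1‐3* and *dxo1*/*cDXO1* correlated across genes at r = 0.808 and those in *dxo1* and *dxo1*/*cDXO1* at r = 0.915, against a median of 0.514 in the simulations. The simulated groups had the spread of the WT libraries (common dispersion 0.04 under mock), against 0.00743 in *dxo1* and 0.00898 in *dxo1*/*cDXO1*. Shared WT error weighs less in them than in the mutants, so the simulated values are no upper bound. Genes are not independent replicates. After ABA the shares were 1104 of 1428 (77.3%) and 721 of 1087 (66.3%).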

**Figure 5:**
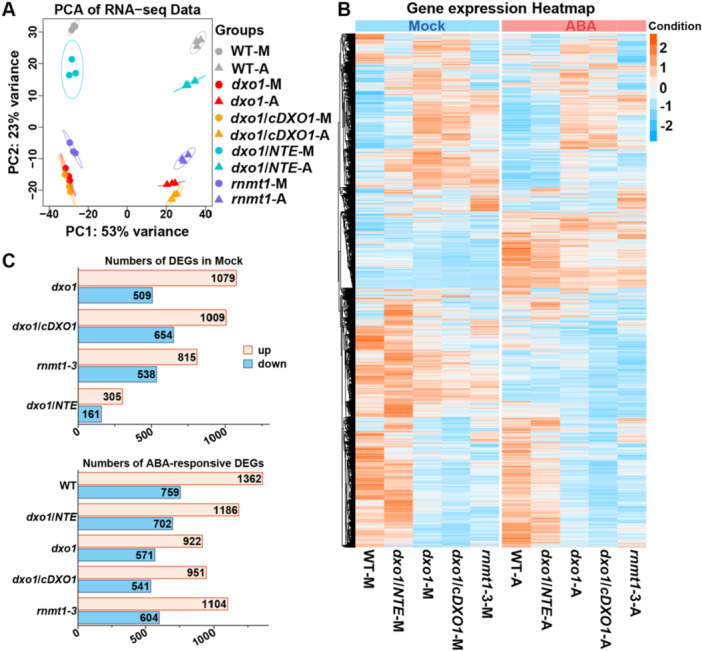
Overview of transcriptome analysis. (A) Principal Component Analysis (PCA) of all samples demonstrating data quality and clustering of transcriptomes by genotype and treatment. (B) Heatmap depicting differential gene expression patterns across genotypes under mock and ABA treatments. M, mock condition; A, ABA condition. The color scale indicates gene regulation direction, from up‐regulation (red) to down‐regulation (blue). (C) Numbers of up‐ and down‐regulated differentially expressed genes (DEGs). The upper panel displays DEGs identified in each genotype compared to WT under mock condition. The lower panel shows DEGs between ABA‐treated and control conditions within each genotype. [Color figure can be viewed at wileyonlinelibrary.com]

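Along PC1, ABA moved the WT centre by 47.7 ± 1.4 units. The shift was 40.1 ± 1.82 in *dxo1* (84% of WT), 41.3 ± 1.41 in *dxo1*/*cDXO1* (86.5%), 42.95 ± 1.41 in *rnmt1‐3* (90%) and 44.6 ± 2.19 in *dxo1*/*NTE* (93.5%).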

Upon ABA treatment, transcriptomic differences between mock and ABA‐treated samples are more pronounced in WT and *dxo1/NTE* compared to *dxo1*, *rnmt1‐3*, and *dxo1/cDXO1* (Figure 5A). These results suggest that defects in m⁷G capping attenuate the global transcriptomic response to ABA. Furthermore, the effect of the *dxo1* mutation on gene expression appears to be primarily driven by altered m⁷G capping, with a much smaller contribution from DXO1's catalytic activity. Nevertheless, some transcriptomic differences persist among *dxo1*, *rnmt1‐3*, and *dxo1/cDXO1*, all of which are defective in m⁷G capping. This is expected, as DXO1 has functions beyond m⁷G capping, and the *dxo1/cDXO1* line retains enzymatic activity. Additionally, although all mutations disrupt overall m⁷G capping, they may differentially affect some specific transcripts.

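Of the *rnmt1‐3* DEGs tested in *dxo1*, 667 of 1103 (60.5%) under mock and 637 of 1086 (58.7%) after ABA were also DEGs in *dxo1*. Of the *dxo1*/*NTE* DEGs, 261 of 444 (58.8%) and 227 of 317 (71.6%) were. Shared WT libraries contribute to these shares, as in the simulated groups.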

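Direct comparison of *dxo1* with *dxo1*/*cDXO1* gave 156 DEGs under mock and 185 after ABA (21 and 98 with BH-adjusted p under 0.05). At any fold change, 172 and 1222 genes had a BH-adjusted p under 0.05. *dxo1* differed from *rnmt1‐3* in 509 and 550 genes (BH 401 and 477), and *dxo1*/*cDXO1* from *rnmt1‐3* in 466 and 443 genes (BH 342 and 373). The mock count between *dxo1* and *dxo1*/*cDXO1* depended on single libraries: without *dxo1*/*cDXO1* mock replicate 3 it rose to 297.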

Heatmap visualization of TPM‐normalized gene expression across all groups revealed distinct transcriptional landscapes between WT and mutant genotypes (Figure 5B). To systematically characterize these differences, we conducted comparative transcriptomic analyses under both mock and ABA treatment conditions. Differentially expressed genes (DEGs) were identified in each mutant relative to WT using DESeq. 2, with significance thresholds set at *p *< 0.05 and at least two‐fold difference (|log2 fold change | > 1) (Figure 5C, Supplementary Table S1). 

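Against WT under mock, *dxo1* had 1441 DEGs (1009 up, 432 down), *dxo1*/*cDXO1* 1475 (946 up, 529 down), *rnmt1‐3* 1173 (732 up, 441 down) and *dxo1*/*NTE* 482 (356 up, 126 down). Of these, 1221, 1258, 920 and 118 also had a BH-adjusted p under 0.05. After ABA the counts were 1471 (969 up, 502 down), 1602 (991 up, 611 down), 1138 (685 up, 453 down) and 346 (249 up, 97 down), with 1412, 1554, 1074 and 216 after BH adjustment. Dropping the expression filter raised the *dxo1*/*NTE* count after ABA to 537, and requiring BH adjustment moved its mock count most.

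Under mock, 2321 genes with a mean of at least 1 CPM had a BH-adjusted p under 0.05, the same direction and no overlap with the WT libraries in each of *dxo1*, *dxo1*/*cDXO1* and *rnmt1‐3*, 1313 higher and 1008 lower. The 3 with the largest mean increase were *MIR158a* and 2 genes of the DUF295 family. *MIR158a* (AT3G10745, chromosome 3, 3366331 to 3366430, minus strand in TAIR10.1) had 0 to 1 counts in WT mock and at least 46 in every capping-mutant mock library. It was at least 20.9-fold higher in *dxo1*, 23.2-fold in *dxo1*/*cDXO1* and 17.4-fold in *rnmt1‐3* (edgeR, adjusted p = 0.000325, 0.000157 and 0.000679). AT5G55270 (chromosome 5, 22419147 to 22420518, plus strand) was at least 20-fold, 27.3-fold and 29.8-fold higher (edgeR, adjusted p = 0.000376, 0.000173 and 0.000327). AT5G53240 (chromosome 5, 21601481 to 21602739, plus strand) was at least 10.2-fold, 17.7-fold and 40.4-fold higher (edgeR, adjusted p = 0.00207, 0.000553 and 0.000323).

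The largest mean decreases were in AT4G27450 and 2 plant defensin genes. AT4G27450 (aluminum induced protein with YGL and LRDR motifs; chromosome 4, 13727370 to 13729002, minus strand) changed by log2 -3.48, -4.24 and -3.26 with standard errors of 0.891, 0.847 and 0.773 (edgeR, adjusted p = 0.0241, 0.0087 and 0.0216). Its WT mock counts were 1250, 6219 and 6932, and the call in *dxo1* was lost in 4 of the 6 fits with 1 library left out. *PDF1.2c* (AT5G44430; chromosome 5, 17908850 to 17909507, minus strand) was at least 14.8-fold lower in *dxo1*, and its log2 fold change was -4.91 in *dxo1*/*cDXO1* and -1.64 in *rnmt1‐3* (edgeR, adjusted p = 0.00328 and 0.0184). *PDF1.3* (AT2G26010; chromosome 2, 11087280 to 11088001, plus strand) was at least 52.8-fold lower in *dxo1*/*cDXO1*, and its log2 fold change was -4.61 in *dxo1* and -1.46 in *rnmt1‐3* (edgeR, adjusted p = 0.00141 and 0.0233). The *rnmt1‐3* calls of both defensin genes were lost in 5 of the 6 fits with 1 library left out.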

The overall number of DEGs in *dxo1*, *dxo1*/*cDXO1*, and *rnmt1‐3* mutants was comparable under both conditions, whereas *dxo1*/*NTE* exhibited notably fewer DEGs relative to WT. Additionally, transcriptome profile differences among *dxo1*, *dxo1*/*cDXO1*, and *rnmt1‐3* were small in both treatment groups (Figure 5B).

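Under mock, 588 of the 2246 genes that were DEGs in any of *dxo1*, *dxo1*/*cDXO1* and *rnmt1‐3* were DEGs in all 3 (26.2%), 416 up and 170 down in all. After ABA the count was 577 of 2326 (24.8%), 410 up and 166 down.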

### 2.6 Transcriptomic Impact of Defective m⁷G Capping Under Mock Condition

To investigate the effect of defective m⁷G capping on transcriptomes, we performed functional analyses of DEGs in *dxo1*/*cDXO1* and *rnmt1‐3* mutants compared with WT, two genotypes both impaired in m⁷G capping. We first examined gene expression under normal conditions (without ABA treatment). Gene Ontology (GO) enrichment analysis was conducted on 1,663 DEGs in *dxo1*/*cDXO1* and 1,353 DEGs in *rnmt1‐3* (Table S2). Overall, GO enrichment patterns across biological processes (BP), cellular compartments (CC), and molecular functions (MF) were similar between the two genotypes.

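Gene sets were taken from the process names and gene families of the RefSeq annotation, and enrichment among DEGs was tested with Fisher's exact test, BH-adjusted over 672 tests; 74 had an adjusted p under 0.05. Among genes up under mock, glutathione S-transferases made up 7 of 37 tested in *dxo1*/*cDXO1* and 9 of 38 in *rnmt1‐3* (Fisher, adjusted p = 0.0194 and 0.00035), and genes of anthocyanin and flavonoid biosynthesis 5 of 8 and 5 of 9 (Fisher, adjusted p = 0.000485 and 0.00035). The rotation test fry, which needs no preset correlation between genes, calls the anthocyanin set in both mutants (adjusted p = 0.0193 and 0.0192) and the transferases in *rnmt1‐3* alone (adjusted p = 0.02, and 0.147 in *dxo1*/*cDXO1*). This rotation test asks whether the genes of a set shift from WT, not whether they shift more than other genes. Toxin catabolism held 0 of 16 and 2 of 17 genes (adjusted p = 1 and 0.419), oxidative stress 6 of 136 and 7 of 138 (1 and 0.66), heat 1 of 55 and 1 of 56 (1 and 1), iron ion homeostasis 2 of 5 and 1 of 5 (0.123 and 0.515), and response to bacterium 1 of 29 and 2 of 29 (1 and 0.736), all by Fisher's exact test. Requiring BH-adjusted p for the DEGs left 74 of the 82 set results unchanged in call, and camera with its preset correlation of 0.01 left 59 unchanged.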

Upregulated DEGs in both mutants were significantly enriched in GO terms related to stress tolerance, including glutathione metabolism, anthocyanin biosynthesis, toxin catabolism, and responses to oxidative stress, heat, iron ion homeostasis, and bacterial stimuli (Figure 6A, Table S2). 

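Regulation of transcription held 42 of 595 genes up in *dxo1*/*cDXO1* and 33 of 599 in *rnmt1‐3* (Fisher, adjusted p = 0.058 and 0.0922), and without replicate 2 the set passed in *dxo1*/*cDXO1* (adjusted p = 0.0219). MYB transcription factors held 10 of 73 and 8 of 71 (Fisher, adjusted p = 0.0239 and 0.0414), with camera and fry also below 0.05 in both mutants. Light-harvesting complex genes held 6 of 17 and 5 of 17 (Fisher, adjusted p = 0.00238 and 0.00496), and photosynthesis 10 of 65 and 7 of 65 (Fisher, adjusted p = 0.0126 and 0.0707). The photosynthesis call in *rnmt1‐3* turned on the replicates used: without replicate 3 its adjusted p was 0.00341. Response to light stimulus held 6 of 94 and 2 of 92 (Fisher, adjusted p = 0.736 and 1).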

Additional enriched terms among upregulated genes included DNA transcription processes, photosynthesis, and light response (Figure 6A, Table S2). The downregulated DEGs in both mutants were enriched also for responses to abiotic and biotic stresses such as defense response, hypoxia, oxidative stress, and wounding. 

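Among genes down under mock, defense response held 21 of 268 in *dxo1*/*cDXO1* and 16 of 268 in *rnmt1‐3* (Fisher, adjusted p = 0.000472 and 0.00552; fry 0.0681 and 0.109). Response to hypoxia held 3 of 8 in both (Fisher, adjusted p = 0.0126 and 0.00825), and without replicate 2 the *rnmt1‐3* call was lost (adjusted p = 1). Genes with a defensin symbol, a set that by its symbol prefix also takes in a few other genes, held 4 of 13 and 5 of 13 (Fisher, adjusted p = 0.00499 and 0.00035). Response to oxidative stress held 8 of 136 and 8 of 138 (Fisher, adjusted p = 0.157 and 0.0819), and without replicate 1 the *rnmt1‐3* value was 0.0478. Response to wounding held 8 of 60 and 2 of 61 (Fisher, adjusted p = 0.0034 and 0.889).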

Notably, *dxo1*/*cDXO1* showed reduced expression of genes involved in responses to jasmonic acid, salicylic acid, ethylene, and absence of light, whereas *rnmt1‐3* exhibited downregulation of genes related to carbohydrate metabolism and cell wall organization (Figure 6B).

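In *dxo1*/*cDXO1*, response to jasmonic acid held 3 of 28 genes down, to salicylic acid 1 of 23, to ethylene 3 of 17 and to absence of light 2 of 7 (Fisher, adjusted p = 0.184, 0.981, 0.0707 and 0.0922). The rotation test fry places jasmonic acid, ethylene and absence of light below 0.05 (adjusted p = 0.0486, 0.029 and 0.0145). Carbohydrate metabolic process held 15 of 239 in *dxo1*/*cDXO1* and 12 of 242 in *rnmt1‐3* (Fisher, adjusted p = 0.0217 and 0.0626; fry 0.0192 in *rnmt1‐3*), and without replicate 3 the *rnmt1‐3* value was also below 0.05. Cell wall organization held 0 of 20 in *rnmt1‐3* (Fisher, adjusted p = 1).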

**Figure 6:**
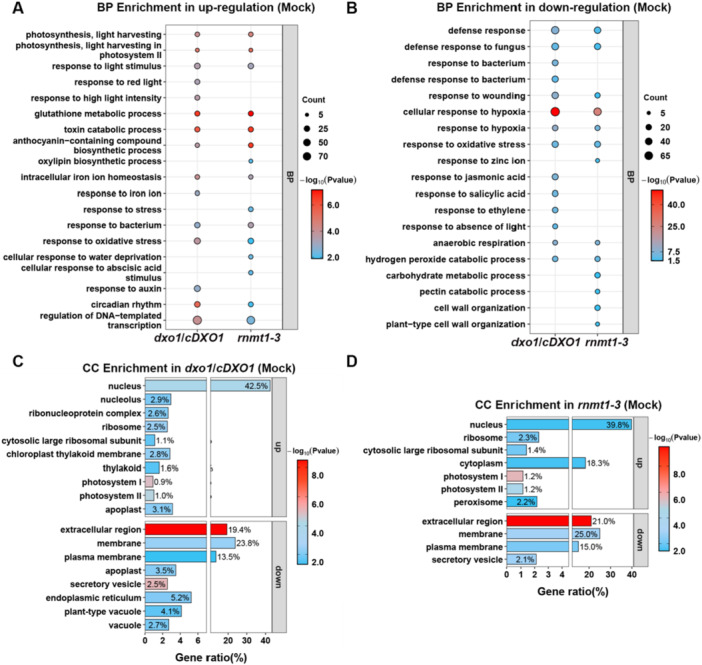
Functional categories of DEGs in *dxo1*/*cDXO1* and *rnmt1‐3* in comparison with WT. (A) Biological processes enriched among up‐regulated DEGs in *dxo1*/*cDXO1* and *rnmt1‐3*. (B) Biological processes enriched among down‐regulated DEGs in *dxo1*/*cDXO1* and *rnmt1‐3*. (C, D) Cellular compartments enriched among DEGs in *dxo1*/*cDXO1* (C) and *rnmt1‐3* (D). BP, Biological Process; CC, Cellular Compartment. [Color figure can be viewed at wileyonlinelibrary.com]

Similarly, large overlaps were observed between DEGs in *dxo1*/*cDXO1* and *rnmt1‐3* in MF and CC categories. Molecular function analysis highlighted enrichment of transcription and DNA‐binding activities among DEGs (Figure S5). 

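Of the genes up under mock that have a component name in the RefSeq annotation, 47 of 379 in *dxo1*/*cDXO1* (12.4%) and 40 of 282 in *rnmt1‐3* (14.2%) carried the name nucleus, and 51 of 380 (13.4%) in *dxo1*. Among all tested genes with a component name the share was 1094 of 10175 (10.8%).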

In the cellular compartment category, upregulated DEGs were predominantly localized to the nucleus (45.4% in *dxo1*/*cDXO1* and 40% in *rnmt1‐3*), consistent with enrichment for “regulation of DNA‐templated transcription”, indicating that defective m⁷G capping prominently affects genes in transcription processes (Figure 6C,D). Additionally, subsets of DEGs encoded proteins localized to chloroplasts (6.3% in *dxo1*/*cDXO1* and 2.3% in *rnmt1‐3*) and ribosomes (3.6% in *dxo1*/*cDXO1* and 3.9% in *rnmt1‐3*) (Figure 6C,D). In contrast, over 50% of downregulated DEGs in both mutants encoded proteins localized to non‐nuclear compartments such as the extracellular region, membrane, and secretory vesicles (Figure 6C,D).

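Chloroplast was named for 84 (22.2%) of the genes up in *dxo1*/*cDXO1* and 44 (15.6%) of those up in *rnmt1‐3*, where the tested genes held 22.7%. Ribosome was named for 15 (3.96%) and 19 (6.74%), where the tested genes held 2.14%. Genes of the ribosome were enriched among those up in *rnmt1‐3* (19 of 218; Fisher, adjusted p = 0.00717).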

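Of the genes down under mock with a component name, 13 of 278 (4.68%) in *dxo1*/*cDXO1* and 11 of 237 (4.64%) in *rnmt1‐3* carried the name nucleus. The extracellular region was named for 1.08% and 1.27%, where the tested genes held 0.491% and 0.482%. Among genes up under mock it was named for 1.06% in both mutants, so the higher share is not particular to genes down.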

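In *dxo1* under mock, genes up held 47 of 596 in regulation of transcription, 6 of 8 in anthocyanin and flavonoid biosynthesis, 16 of 73 among MYB transcription factors and 7 of 37 among glutathione S-transferases (Fisher, adjusted p = 0.0201, 3.49e-05, 4.06e-05 and 0.0239). Without replicate 1 the call for regulation of transcription was lost (adjusted p = 0.525). Genes down held 17 of 273 in defense response, 3 of 8 in response to hypoxia, 6 of 60 in response to wounding and 4 of 13 among defensin symbols (Fisher, adjusted p = 0.00247, 0.00789, 0.0216 and 0.003). The wounding call was lost whichever replicate was left out, with adjusted p of 0.075 to 0.165.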

The functional categories of DEGs in the *dxo1* mutant, defective in both m⁷G capping and enzymatic activity, were highly similar to those observed in *dxo1*/*cDXO1* (Figures 5 and Figure S6), supporting the conclusion that impaired m⁷G capping is the primary driver of transcriptomic alterations in *dxo1*.

### 2.7 The Effect of m⁷G Capping on Gene Expression in Response to ABA

We then compared the transcriptomes of different genotypes following ABA treatment. In this study, genes whose expression was significantly induced or repressed by ABA were defined as “ABA‐responsive genes.” 

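ABA against mock gave 1937 DEGs in WT (1268 induced, 669 repressed), 1426 in *dxo1* (878 induced, 548 repressed), 1475 in *dxo1*/*cDXO1* (899 induced, 576 repressed), 1568 in *rnmt1‐3* (1034 induced, 534 repressed) and 1733 in *dxo1*/*NTE* (1087 induced, 646 repressed). With BH-adjusted p the counts were 1662, 1335, 1381, 1497 and 1651. Without the fold limit WT had the fewest genes with a BH-adjusted p under 0.05, 3300 against 5223, 4911, 5263 and 5823, in a contrast whose edgeR common dispersion was 0.0259 against 0.00598 to 0.00898. A larger count in one genotype than in another does not test whether the responses differ. Of the WT genes, 1087 were also DEGs in *dxo1*, 1122 in *dxo1*/*cDXO1*, 1197 in *rnmt1‐3* and 1245 in *dxo1*/*NTE*, with the same direction in 1086, 1120, 1195 and 1243 of them.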

In WT plants, we identified 2,121 ABA‐responsive genes; however, this number was reduced in *dxo1* (1,493), *dxo1*/*cDXO1* (1,492), and *rnmt1‐3* (1,708) mutants (Figure 5C). 

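Genes induced by ABA in *dxo1*/*NTE*, a list that uses neither WT nor a capping mutant, were compared with WT after ABA. In *dxo1* 70% of 1048 such genes lay below WT, in *dxo1*/*cDXO1* 67.1% of 1045 and in *rnmt1‐3* 61.2% of 1050, with median log2 differences of -0.25, -0.21 and -0.10. By BH-adjusted p, 448, 411 and 283 of them were lower than WT and 126, 126 and 130 higher. Of the repressed genes in the same list, 40.1%, 46.9% and 49.8% lay below WT. In *dxo1*/*NTE* itself, whose libraries chose the list, 57.4% of 1055 induced genes lay below WT. By BH-adjusted p, 110 of these were lower and 54 higher. Of its repressed genes 49.1% lay below WT.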

Consistently, heatmap analysis revealed that the transcript levels of ABA‐responsive genes were reduced in these three genotypes compared to WT (Figure 5B). These results indicate that defects in m⁷G capping attenuate the gene expression response to ABA. Furthermore, following ABA treatment, downregulated DEGs in *dxo1*/*cDXO1* and *rnmt1‐3* relative to WT were significantly enriched for the GO term “response to abscisic acid” (Figure 7A, Table S2), which aligns with their observed reduced ABA sensitivity phenotype. 

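The size of the ABA response was measured as the mean signed log2 change over 1651 genes called in *dxo1*/*NTE* (1055 induced, 596 repressed), so that neither the WT nor the mutant libraries chose the genes. WT responded by 1.79, *dxo1* by 1.501, *dxo1*/*cDXO1* by 1.56 and *rnmt1‐3* by 1.62. The ratio to WT was 0.839 ± 0.0413 in *dxo1*, 0.873 ± 0.0362 in *dxo1*/*cDXO1* and 0.904 ± 0.0348 in *rnmt1‐3*. Its standard deviation was propagated from the mock and ABA libraries of the genotype alone, and the spread of WT is not included. An exact permutation of the ABA libraries, each less the mock mean of its genotype, gave p = 0.1 for each ratio. That is the smallest value it can reach with 3 libraries per group, and it leaves out the spread among mock libraries. Measured over a list called in WT, which favours WT, the ratios fell most, to 0.735, 0.759 and 0.79. For *dxo1*/*NTE*, over the 1335 genes called in *dxo1* (834 induced, 501 repressed), the ratio was 0.936 ± 0.0431 (exact permutation p = 0.1). Over the WT list, the response of *dxo1*/*NTE* (1.62 ± 0.0733) compared with those of *dxo1* (1.45 ± 0.0626), *dxo1*/*cDXO1* (1.498 ± 0.032) and *rnmt1‐3* (1.56 ± 0.0435) gave exact permutation p of 0.1, 0.1 and 0.3. These standard deviations cover the ABA libraries alone.

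The interaction of genotype and ABA, fitted over 12 libraries, was below 0.05 in BH-adjusted p for 56 genes in *dxo1*, 48 in *dxo1*/*cDXO1*, 26 in *rnmt1‐3* and 0 in *dxo1*/*NTE*, of 20622, 20589, 20613 and 20595 tested. The response was smaller than in WT in 56, 47 and 25 of these genes, and 14 genes were shared by all 3 capping mutants. At unadjusted p under 0.05 the counts were 2072, 2063, 1521 and 2360, or 376, 417, 345 and 392 with an interaction over log2 1. How many pass moves with the fit: without WT mock replicate 1, a fit chosen after seeing the data, the counts were 384, 336, 203 and 203, and DESeq2 with all 12 libraries gave 227, 203, 121 and 161. The 3 genes with the smallest interaction p in all capping mutants follow. *ACL* (AT2G23600, acetone-cyanohydrin lyase; chromosome 2, 10041820 to 10043840, minus strand) had an interaction of log2 1.24 in *dxo1*, 1.26 in *dxo1*/*cDXO1* and 1.33 in *rnmt1‐3* (edgeR, adjusted p = 0.000422, 0.000342 and 0.000127). *ABCG16* (AT3G55090; chromosome 3, 20416183 to 20418910, minus strand) had -1.73, -1.89 and -1.76 (edgeR, adjusted p = 0.00167, 0.00103 and 0.00287). The late embryogenesis abundant gene AT3G02480 (chromosome 3, 512220 to 513036, plus strand) had -4.45, -4.18 and -3.30 (edgeR, adjusted p = 0.000301, 0.000211 and 0.00378), and it was already higher than WT under mock, by log2 4.11, 4.11 and 3.28. From the lower number of ABA-responsive genes and their lower levels in the genotypes with defective m⁷G capping, the paper concludes that the capping defect attenuates the response to ABA.

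**Figure D1:**
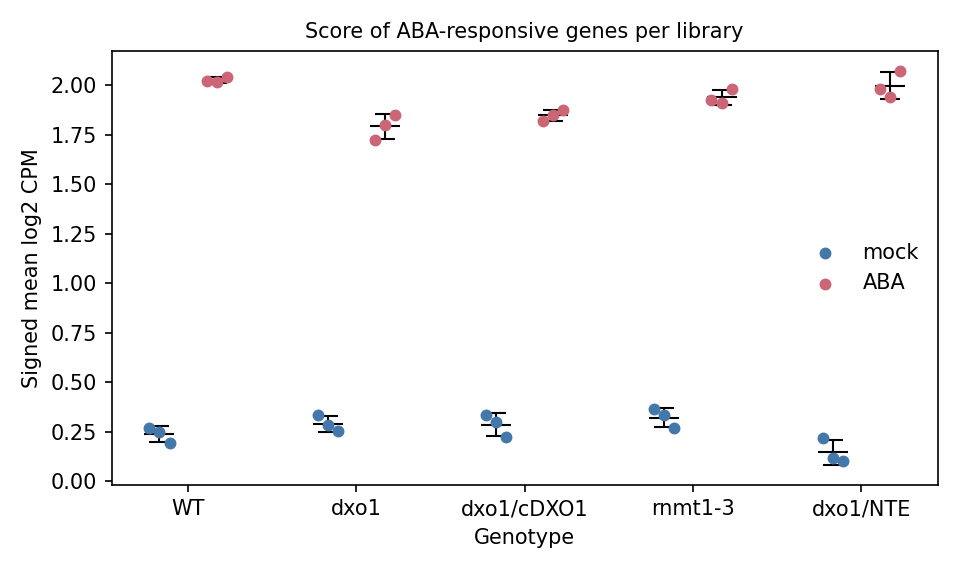
Signed mean log2 CPM per library over the 1651 ABA-responsive genes called in *dxo1*/*NTE*, with mean and standard deviation. After ABA the WT libraries lie at 2.02 to 2.04 and the *dxo1* libraries at 1.73 to 1.85.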

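Response to abscisic acid held 4 of 71 genes down in *dxo1*/*cDXO1* and 0 of 70 in *rnmt1‐3* (Fisher, adjusted p = 0.515 and 1), and 4 of 70 in *dxo1* (Fisher, adjusted p = 0.36). The set follows the sparse RefSeq process names, not the annotation behind the paper's GO term. Over all genes of the set, fry placed it lower than WT in *dxo1*/*cDXO1* and *dxo1* (adjusted p = 0.0145 and 0.0115) and not in *rnmt1‐3* (adjusted p = 0.406).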

Among the genes that are known to be involved in ABA signaling, the genes encoding the ABA receptors PYL1/4/5/6 and DOG1 (DELAY OF GERMINATION 1) exhibited higher expression whereas these coding for other ABA signaling components such as PP2Cs and SnRK2s, MAPK modules (MAPKKK17 and MAPKKK18) and ABA‐responsive proteins RD20 and COR15B displayed lower expression in *dxo1*, *dxo1*/*cDXO1* and *rnmt1‐3* compared with WT (Figure S7), suggesting weak ABA signal transduction in mutants.

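Against WT after ABA, in the order *dxo1*, *dxo1*/*cDXO1* and *rnmt1‐3*, the log2 fold change of *PYL1* was 1.55, 1.67 and 1.28 (edgeR, adjusted p = 3.95e-07, 1.42e-08 and 1.19e-06). Its level was 10.6 ± 0.795 CPM in WT and 31 ± 4, 33.4 ± 0.889 and 25.7 ± 2.01 in the mutants. *PYL4* had 2.29, 1.90 and 1.36 (edgeR, adjusted p = 1.83e-07, 8.28e-07 and 4.55e-05) and *PYL5* 1.2, 1.25 and 1.09 (edgeR, adjusted p = 7.71e-06, 3.19e-06 and 2.82e-05). *PYL6*, with 1 to 2 counts per WT library, was at least 3.88-fold, 6.14-fold and 3.6-fold higher (edgeR, adjusted p = 0.000165 in *dxo1*/*cDXO1* and 0.00295 in *rnmt1‐3*; removed by the expression filter in *dxo1*). *DOG1* had 1.52, 1.75 and 1.34 (edgeR, adjusted p = 0.00219, 0.00066 and 0.0265), and its *rnmt1‐3* call was lost in 4 of the 6 fits with 1 library left out.

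Among clade A PP2C genes, *ABI1* had -0.69, -0.65 and -0.30 (edgeR, adjusted p = 2.95e-06, 6.28e-06 and 0.00402) and *ABI2* -0.23, -0.15 and 0.00 (edgeR, adjusted p = 0.0241, 0.102 and 0.988). *SnRK2.2* had -0.49, -0.42 and -0.24 (edgeR, adjusted p = 0.000166, 0.000458 and 0.0227), its *rnmt1‐3* call being lost in 4 of the 6 fits, and *SnRK2.7* -1.09, -0.85 and -0.22 (edgeR, adjusted p = 8.26e-05, 3.57e-05 and 0.065). *SnRK2.4* had -0.21, -0.21 and -0.13 (edgeR, adjusted p = 0.0358, 0.0337 and 0.185), with 0.0527 and 0.0501 by DESeq2 in *dxo1* and *dxo1*/*cDXO1*, and *SnRK2.3* -0.06, -0.25 and -0.45 (edgeR, adjusted p = 0.649, 0.0669 and 0.00374). *SnRK2.1* (-0.26) and *SnRK2.10* (-0.27) were lower in *dxo1* (edgeR, adjusted p = 0.0188 and 0.0276) and above 0.05 in *dxo1*/*cDXO1* and *rnmt1‐3*, while *SnRK2.5*, *SnRK2.6*, *SnRK2.8* and *SnRK2.9* were above 0.05 in all (edgeR, adjusted p = 0.138 to 0.969).

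*MAPKKK17* had -1.07, -0.96 and -0.77 (edgeR, adjusted p = 2.63e-06, 3.27e-06 and 8.55e-05) and *MAPKKK18* -1.36, -1.16 and -0.76 (edgeR, adjusted p = 1.73e-05, 8.23e-07 and 0.000104). *RD20* stood at 43.5 ± 6.12 CPM in WT and at 8.47 ± 1.7, 5.3 ± 0.874 and 19.5 ± 6.55 in the mutants. Its log2 fold change was -2.36, -3.03 and -1.16 (edgeR, adjusted p = 1.04e-07, 3.34e-09 and 0.000212). *COR15B* had -1.16, -1.05 and -1.36 (edgeR, adjusted p = 0.00131, 0.00164 and 0.000495). Under mock *RD20* was also lower, at 0.843 CPM in WT and 0.034, 0.051 and 0.289 in the mutants. A lower level after ABA is therefore not by itself a smaller response to ABA. For *COR15B* the interaction of genotype and ABA was not below 0.05 (edgeR, adjusted p = 0.284, 0.766 and 0.519). In *dxo1*/*NTE*, *PYL1* was higher (0.55), and *RD20* (-1.32), *MAPKKK17* (-0.83) and *MAPKKK18* (-0.91) were lower than in WT (edgeR, adjusted p = 0.0112, 7.9e-05, 9.87e-05 and 0.00143). From the opposite changes of receptor genes and downstream components, the paper proposes weaker ABA signal transduction in the mutants.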

**Figure 7:**
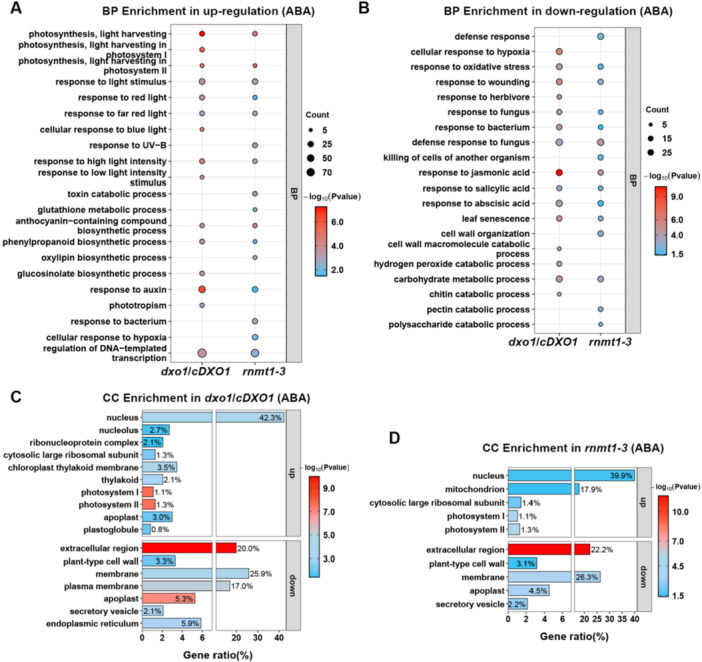
GO enrichment analysis of ABA‐responsive DEGs in *dxo1*/*cDXO1* and *rnmt1‐3* vs. WT. (A, B) Biological processes enriched among up‐regulated (A) and down‐regulated DEGs (B) in *dxo1*/*cDXO1* and *rnmt1‐3*. (C, D) Cellular compartments enriched among DEGs in *dxo1*/*cDXO1* (C) and *rnmt1‐3* (D). The color scale represents log10(Pvalue), ranging from high (red) to low (blue). BP, Biological Process; CC, Cellular Compartment. [Color figure can be viewed at wileyonlinelibrary.com]

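After ABA, genes up held 9 of 17 light-harvesting complex genes in *dxo1*/*cDXO1* and 6 of 17 in *rnmt1‐3* (Fisher, adjusted p = 4.87e-06 and 0.000523), and 13 of 64 and 8 of 64 in photosynthesis (Fisher, adjusted p = 0.000485 and 0.0186). Anthocyanin and flavonoid biosynthesis held 4 of 9 in both (Fisher, adjusted p = 0.00859 and 0.00314), and glutathione S-transferases 5 of 37 and 6 of 39 (Fisher, adjusted p = 0.176 and 0.0218). The *rnmt1‐3* call of the transferases was lost without replicate 1 or 2. Response to light stimulus held 6 of 94 and 4 of 95 (Fisher, adjusted p = 0.793 and 0.902; fry 0.0456 in *dxo1*/*cDXO1*).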

Besides, in the up‐regulated genes, light responses and stress response genes, including the genes involved in metabolism of glutathione and anthocyanins, were prominently enriched in *dxo1*/*cDXO1* and *rnmt1‐3* (Figure 7A). Moreover, similar to mock condition, the up‐regulated DEGs in *dxo1*, *dxo1*/*cDXO1* and *rnmt1‐3* are enriched prominently in the nucleus processes whereas the down‐regulated DEGs are mostly in the non‐nuclear compartments (Figure 7C,D). 

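After ABA the name nucleus was carried by 12% of the genes up in *dxo1*/*cDXO1* and 13.9% of those up in *rnmt1‐3*, and by 7.21% and 8.16% of the genes down.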

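Among genes down after ABA, carbohydrate metabolic process held 21 of 241 in *dxo1*/*cDXO1* and 15 of 239 in *rnmt1‐3* (Fisher, adjusted p = 0.000584 and 0.00618), and defense response held 18 of 270 and 12 of 265 (Fisher, adjusted p = 0.0201 and 0.111), which without replicate 2 passed in *rnmt1‐3*. Defensin symbols held 4 of 13 and 5 of 13 (Fisher, adjusted p = 0.00768 and 0.00035). In *dxo1*/*cDXO1* response to wounding held 7 of 61 and response to jasmonic acid 7 of 31 (Fisher, adjusted p = 0.0257 and 0.000962), and in *rnmt1‐3* xyloglucan endotransglucosylases held 4 of 26 (Fisher, adjusted p = 0.0265).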

The down‐regulated genes were also enriched in stress responses (e.g. response to fungus and abiotic stresses) as well as in catabolic processes (e.g. carbohydrate metabolic process and chitin catabolic process) related to cell wall construction (Figure 7B). Similar terms were found in ABA‐responsive genes of *dxo1* (Figure S6C,D), further supporting that stress dysregulation contributes to ABA regulation through the m^7^G capping components.

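In *dxo1* after ABA, genes down held 17 of 242 in carbohydrate metabolic process and 4 of 13 defensin symbols (Fisher, adjusted p = 0.003 and 0.00419). Genes up held 6 of 17 light-harvesting complex genes, 10 of 65 in photosynthesis and 5 of 9 in anthocyanin and flavonoid biosynthesis (Fisher, adjusted p = 0.00247, 0.0135 and 0.000888). Without replicate 2 the photosynthesis call was lost (adjusted p = 0.0605).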

Overall, the transcriptome profiling analysis indicates that the mutations that lead to the defect in m^7^G capping have profound effects on the expression of genes involved in transcriptional processes and responses to environmental stimuli such as abiotic and biotic stress responses and light responses. This establishes m^7^G capping as a key regulator of transcriptomic plasticity, balancing stress resilience, energy metabolism, and developmental progression through gene regulation.

### 2.8 The Effect of DXO1's Catalytic Functions on Gene Expression

NTE of DXO1 largely rescued the growth and developmental defects of *dxo1* and fully rescued its ABA hyposensitivity phenotypes (Figure 1 and Figure S1). However, there are residual transcriptomic differences between *dxo1*/*NTE* and wild‐type (WT) plants, suggesting that DXO1's catalytic activities, such as deNADding, contribute to regulation of some genes. 

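Under mock, 312 genes had a BH-adjusted p under 0.05 and no overlap with the WT libraries in *dxo1*/*NTE*, at a mean of at least 1 CPM. Of those the largest increases were in *BBX16* (AT1G73870; chromosome 1, 27778984 to 27780809, plus strand), AT4G20690 (chromosome 4, 11097242 to 11098024, minus strand) and AT4G24700 (chromosome 4, 12744570 to 12745352, minus strand), with log2 fold changes of 4.18, 3.39 and 3.21 and standard errors of 0.462, 0.611 and 0.36 (edgeR, adjusted p = 0.00877, 0.0389 and 0.00899). In AT4G20690 only 54.2% of 50-base stretches are unique in the genome, and with a term for the replicate its adjusted p was 0.0615 (edgeR). Leaving out *dxo1*/*NTE* replicate 1 or 3 put *BBX16* above 0.05 (edgeR, adjusted p = 0.0659 and 0.0842). *BBX16* was higher also in *dxo1* (3.84) and *dxo1*/*cDXO1* (3.45), and AT4G24700 in *dxo1* (3.78), *dxo1*/*cDXO1* (4.14) and *rnmt1‐3* (2.95). The mean mock level of AT4G20690 was 0.125 CPM in WT and 1.37 in *dxo1*/*NTE*. It was 2.42 in *dxo1*, 2.03 in *dxo1*/*cDXO1* and 1.08 in *rnmt1‐3*, so its increase is not particular to *dxo1*/*NTE*.

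The largest decreases were in the F-box gene *AUF1* (AT1G78100; chromosome 1, 29387672 to 29389222, plus strand), the long noncoding RNA AT3G06955 (chromosome 3, 16498192 to 16498394, minus strand) and AT5G65207 (chromosome 5, 26052200 to 26052717, minus strand). Their log2 fold changes were -5.03, -2.81 and -2.46 with standard errors of 0.539, 0.348 and 0.271 (edgeR, adjusted p = 0.00794, 0.0133 and 0.00877). *AUF1* stayed lower after ABA (log2 -5.59; edgeR, adjusted p = 1.22e-07) and had 0.39, 0.34 and 0.06 in *dxo1*, *dxo1*/*cDXO1* and *rnmt1‐3* under mock (edgeR, adjusted p = 0.148, 0.203 and 0.85). AT5G65207 had 0.33 after ABA (edgeR, adjusted p = 0.465) and was lower under mock in *dxo1*, *dxo1*/*cDXO1* and *rnmt1‐3* as well (-1.68, -2.44 and -2.79; edgeR, adjusted p = 0.04, 0.00161 and 0.000814). AT3G06955 had 87 to 120 counts in WT mock, 0 to 3 in *dxo1* and in *dxo1*/*cDXO1*, and was higher in *rnmt1‐3* (1.51; edgeR, adjusted p = 0.00136).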

To dissect the role of its enzymatic functions, *dxo1*/*NTE* and WT transcriptomes were compared, which led to the identification of 466 and 360 DEGs under mock and ABA conditions, respectively, between these two genotypes (Figure 5C, Supporting Table S1). 

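Among genes up in *dxo1*/*NTE* under mock, defense response held 16 of 272 and response to bacterium 5 of 31 (Fisher, adjusted p = 0.000962 and 0.00377). The calls rest on the unadjusted DEGs: with BH-adjusted DEGs the adjusted p was 0.0743 and 0.476.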

The numbers of the DEGs are much smaller than DGEs caused by the m^7^G defect mutants; however, these DEGs are also enriched in the functional categories of responses to abiotic and biotic stresses (Figure 8A), which are overlapped to those in the m^7^G capping‐deficient mutants. In response to the ABA treatment (Figure 8B), the ABA‐responsive DEGs of *dxo1*/*NTE* enriched mostly also in photosynthesis and abiotic and biotic responses. 

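After ABA, genes up in *dxo1*/*NTE* held 9 of 64 in photosynthesis, 6 of 17 light-harvesting complex genes, 12 of 270 in defense response and 5 of 39 glutathione S-transferases (Fisher, adjusted p = 8.85e-06, 5.11e-06, 0.00314 and 0.00277). Without replicate 2 the photosynthesis, defense and transferase sets were above 0.05.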

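Of the *dxo1*/*NTE* DEGs tested in *dxo1*/*cDXO1*, 258 of 434 under mock (59.4%, 95% CI 54.7 to 64.1) and 231 of 319 after ABA (72.4%, 95% CI 67.2 to 77.2) were also DEGs in *dxo1*/*cDXO1*. Independence would give 7.08% and 7.66% (Fisher's exact test across genes, odds ratio 23.4, p = 1.65e-186, and 37.1, p = 3.91e-188; genes are not independent replicates). Because both contrasts use the same WT libraries, simulated groups without any change were also compared, and their share reached at most 28.9% under mock and 30.6% after ABA. The simulated groups had the wider spread of the WT libraries and a median of only 90 and 33 DEGs. These maxima therefore do not bound the overlap that shared WT libraries can give. Dropping the expression filter moved the shares most, to 51.5% and 60.4%.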

Strikingly, the majority of genes with altered expression in *dxo1/NTE* compared to WT also showed differential expression in *dxo1/cDXO1*: 59% (275/466) of the DEGs under mock conditions and 67.5% (243/360) of the ABA‐responsive DEGs in *dxo1/NTE* overlapped with those in *dxo1*/*cDXO1* (Figure S8A,B). This significant overlap indicates that the enzymatic functions of DXO1 also influence the expression of genes regulated by m⁷G capping, albeit to a more moderate extent. These findings suggest a coordinated interplay between DXO1's enzymatic activities and m⁷G capping in co‐regulating many stress‐ and light‐responsive genes.

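The direction was the same in 251 of the shared mock genes and in 229 of those shared after ABA. Over all genes the log2 fold changes in *dxo1*/*NTE* and *dxo1*/*cDXO1* correlated at r = 0.605 and 0.619, against a median of 0.514 and 0.517 in simulated groups that differ from WT in no gene. Those groups had the wider spread of the WT libraries, so the medians do not show that r exceeds what shared WT libraries give. Of the *dxo1*/*NTE* DEGs, 225 of 434 under mock (51.8%) and 184 of 314 after ABA (58.6%) were DEGs in *rnmt1‐3* as well. The paper reasons from the overlap of *dxo1*/*NTE*, which lacks the catalytic domain, with *dxo1*/*cDXO1* that the enzymatic functions of DXO1 also influence genes regulated by m⁷G capping.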

**Figure 8:**
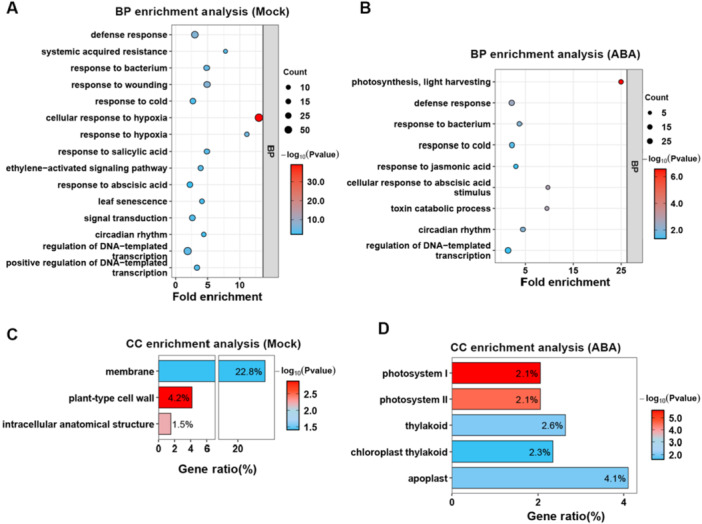
Functional enrichment analysis for DXO1's enzymatic activities. (A, B) Biological process enrichment in mock condition (A) and in response to ABA among the DGEs of *dxo1*/*NTE* vs WT. (C, D) Cellular compartment enrichment DGEs in mock condition (C) in response to ABA (D). The color bar indicates ‐log10(Pvalue) from high (red) to low (blue). BP, Biological Process; CC, Cellular Compartment. [Color figure can be viewed at wileyonlinelibrary.com]

## 3 Discussion

### 3.1 The Unique Mechanism of m⁷G Capping Activation in Plants

It has been known for over 40 years that mRNAs in plants carry the m^7^G cap (Haugland and Cline 1980; Nichols 1979). However, the processes and regulatory mechanisms underlying m^7^G capping have been minimally studied until recently, likely due to the presumption that they mirror those in yeast and animals. The enzymes responsible for the formation of the m^7^G cap have only recently been identified and characterized. Although the Arabidopsis capping enzyme and RNMT exhibit high sequence similarity to their mammalian counterparts (Kerk et al. 2008; Ning et al. 2025; Xiao et al. 2023), it appears that animals and plants have evolved distinct mechanisms for the activation of m^7^G capping. In mammals, RNMT is activated by the mini protein RAM, which has no other known functions. In contrast, Arabidopsis RNMT1 is activated by DXO1 (Xiao et al. 2023), which also possesses deNADding and exonuclease activities (Kwasnik et al. 2019; Pan et al. 2020). The plant DXO1 features approximately 200 amino acid plant‐specific N‐terminal extension (NTE) that is both essential and sufficient for activating RNMT1. These findings suggest that the regulation of m^7^G capping in plants involves unique mechanisms and raises intriguing questions about the potential interactions between m^7^G capping and NAD decapping mediated by DXO1. Furthermore, plant DXO1 is unable to decap the m7G cap or the G cap, whereas DXO family proteins in animals typically possess the ability to hydrolyze the G cap and/or m^7^G cap, but have no reported role in m^7^G capping.

### 3.2 The DXO1's Role in m7G Capping through its Non‐Catalytic N‐Terminal Extension is Central to Plant Development and ABA Response

Previous reports indicated that DXO1 plays a role in the ABA response, presumably through its deNADding function (Yu et al. 2021). However, our study presents multiple lines of evidence demonstrating that it is DXO1's non‐catalytic NTE, rather than its catalytic domain, that is responsible for the observed reduced ABA‐response phenotype. Furthermore, the diverse morphological and developmental phenotypes associated with the *dxo1* mutant can be nearly fully complemented by the NTE of DXO1, consistent with previous findings that a catalytically inactive DXO1 mutant, but not its catalytic domain alone, can also complement these phenotypes (Kwasnik et al. 2019; Pan et al. 2020). Our RNA‐seq data further reveal that the transcriptomes of *dxo1* complemented with the NTE of DXO1 closely resemble that of wild type (WT), while the transcriptome of *dxo1* complemented with its catalytic domain resembles that of *dxo1* under both mock conditions and ABA treatment. This further underscores the critical role of the NTE of DXO1, not its enzymatic function, in these developmental and physiological processes, including the ABA response.

The long NTE of DXO1 is predicted to be largely intrinsically disordered, which might be involved in protein‐protein interactions or interaction with RNA/DNA. In addition to binding to and activating RNMT1, the NTE likely interacts with other proteins, as indicated by our previous yeast two‐hybrid screen (Xiao et al. 2023). Therefore, NTE may have additional functions beyond m^7^G capping that have yet to be defined. Our findings show that the *rnmt1* mutants displays phenotypes similar to those of *dxo1* and *dxo1* complemented with the DXO1 catalytic domain, including the ABA response phenotype and transcriptomic profiles with and without ABA treatment. This strongly suggests that the developmental and ABA response phenotypes observed in *dxo1* are indeed attributed to DXO1's role in m^7^G capping.

### 3.3 The Roles of m⁷G Capping in ABA Response and Other Plant Biological Processes

Upon the formation of the m^7^G cap during the early stage of transcription, it is recognized and bound by CAP BINDING PROTEIN 20 (CBP20), which subsequently associates with CBP80 to form the cap‐binding complex (CBC). The CBC then recruits processing factors that mediate transcriptional elongation, splicing, mRNA transport, and translation (Gonatopoulos‐Pournatzis and Cowling 2014). Mutations in CBP20 and CBP80 in plants have been shown to alter responses to ABA and various abiotic stresses. A mutation in the Cap Binding Protein 20 gene confers drought tolerance (Bacsó and Papp 2008; Papp et al. 2004). The CBP80 protein, also called ABH1 (*ABA HYPERSENSITIVE MUTANT 1*), modulates early abscisic acid signal transduction in Arabidopsis (Hugouvieux et al. 2001). It has also been reported that CBP20 and CBP80 are involved in processing of primary microRNAs and ethylene‐mediated phosphorylation of CBP20 is linked to microRNA production and root growth (Kim et al. 2008; Zhang et al. 2016). Mutations in CBP20 and CBP80 both affect splicing of many pre‐mRNAs (Raczynska et al. 2010). Interestingly, other than the ABA hypersensitivity phenotype, *abh1* does not exhibit significant alterations to all other tested hormones and only displays very mild growth and developmental phenotypes (Hugouvieux et al. 2001). These findings suggest that the regulation of m7G capping may play a more critical role in the ABA response compared to other physiological and developmental processes.

### 3.4 Transcriptomic Insights Into the Coordinated Regulatory Network

Transcriptomic analysis reveals that genes whose expression is altered by defects in m^7^G capping, such as those observed in the *dxo1*, *dxo1/cDXO1*, and *rnmt1* mutants, are predominantly enriched in pathways related to abiotic and biotic stress responses, as well as light response and photosynthesis with or without ABA treatment. The differential expression of numerous stress‐response genes provides a molecular basis for the ABA‐response and abiotic stress tolerance phenotypes associated with m^7^G capping defects. Notably, most genes affected by mutations impairing DXO1's catalytic activity (*dxo1/NTE*) overlap with those altered by m^7^G defects, albeit to a lesser extent, suggesting that DXO1's catalytic activities, such as the deNADding enzyme or exonuclease, contribute to regulation of some genes. A recent study reported that both the NTE and cDXO1 domains contribute to immune responses, with the cDXO1 domain playing a minor role (Golisz‐Mocydlarz et al. 2025). These findings suggest a coordinated regulatory role of m^7^G capping and DXO1's catalytic functions in modulating gene expression.

### 3.5 Unresolved Questions on the Role of DXO1's Enzymatic Function and Future Perspectives

Although NAD‐RNAs have been identified in diverse organisms various organisms (Borden et al. 2021), plants (Dong et al. 2022; Wang et al. 2019; Zhang et al. 2019), their biological and molecular functions remain largely unclear. Our data show that the developmental and physiological defects of the *dxo1* mutant can be complemented not only by catalytically inactive DXO1 but also substantially by the NTE domain alone. This raises important questions regarding the potential functions of NAD‐capped RNAs and the role of DXO1's deNADding activity. Our transcriptome profiling data indicates that mutations impairing DXO1 enzymatic activity also affect genes involved in abiotic and biotic stress responses and light/photosynthesis pathways, implying a possible role for DXO1's deNADding function in these processes.

Once thought to be a constitutive process, growing evidence now indicates that m^7^G capping is dynamically regulated in a gene‐specific manner in response to environmental stimuli (Borden et al. 2021; Cowling 2009). The recent discovery of NAD‐capped RNAs adds an additional layer of complexity to gene regulation mediated by RNA capping. The activation of m^7^G capping by DXO1 in plants underscores the intricate interplay between m^7^G capping and NAD capping/decapping mechanisms in controlling gene expression. Continued investigation in this area promises to further elucidate the sophisticated regulatory networks governed by RNA capping.

## 4 Materials and Methods

### 4.1 Plant Materials and Growth Conditions

The *Arabidopsis thaliana* T‐DNA insertion mutant *dxo1*, *rnmt1‐3*, along with transgenic lines *DXO1pro*::DXO1/*dxo1* (*dxo1*/*DXO1*), *DXO1pro*::*DXO1‐K412Q*/*dxo1* (*dxo1*/*K412Q*), *DXO1pro*::*DXO1‐E394A*/*dxo1* (*dxo1*/*E394A*), *35S*::*DXO1‐FLAG #8* (*OE‐DXO1 #8*), *35S*::*DXO1‐FLAG #9* (*OE‐DXO1 #9*), *RNMT1pro*::*RNMT1*/*rnmt1* (*rnmt1*/*RNMT1*) were previously described (Pan et al. 2020; Xiao et al. 2023). In this study, we generated two additional transgenic lines: *DXO1pro*::*DXO1‐N*/*dxo1* (*dxo1*/*NTE*) and *DXO1pro*::*DXO1‐C*/*dxo1* (*dxo1*/*cDXO1*). All plants were grown on half‐strength Murashige and Skoog (½ MS) medium (1% sucrose, 0.8% agar, pH 5.7–5.8) for experiments and grown in soil for seeds harvest. All plants were placed in a walk‐in growth room under controlled conditions (22°C, 60% relative humidity, 16‐h light/8‐h dark photoperiod).

### 4.2 Plasmid Construction and Transgenic Plant Generation

To generate *DXO1pro*::*DXO1‐N*/*dxo1* (*dxo1*/*NTE*) and *DXO1pro*::*DXO1‐C*/*dxo1* (*dxo1*/*cDXO1*), the DXO1 coding sequence (CDS) was divided into N‐terminal (amino acids 1–200; NTE) and C‐terminal (amino acids 201–544; cDXO1) fragments. These fragments were cloned into a modified pCambia1305 vector (Pan et al. 2020) harboring the 2,004‐bp DXO1 promoter, yielding pCambia1305‐*DXO1pro::DXO1‐N* and pCambia1305‐*DXO1pro::DXO1‐C*. These plasmids were introduced into the *dxo1* mutant via Agrobacterium tumefaciens‐mediated floral dip transformation (Clough and Bent 1998).

### 4.3 Seed Germination Assays

Seeds of the genotypes for comparisons were harvested at the same batches and air‐dried for ≥ 4 weeks before the germination assays. For the germination assays, at least 50 seeds of each genotype were used in each replicate and at least three replicates for each assay to measure the germination rates. After surface‐sterilized, the seeds of each genotype were stratified at 4°C in darkness for 72 h before being sown on half‐strength Murashige and Skoog (½ MS) medium supplemented with or without ABA, NaCl, mannitol or methyl viologen (MV). Seeds were germinated under long‐day conditions (16‐h light/8‐h dark cycles). The emergence of radicle was recognized as seed germinated and the germination rates were recorded at the indicated time points.

### 4.4 Root Elongation Assays

For root elongation assay, 4‐day‐old seedlings grown on the MS medium were transferred to fresh 1/2 MS medium ± 10 μm ABA. And then seedlings were allowed to grow vertically for additional 5 days. Primary root length was measured using ImageJ (Schneider et al. 2012).

### 4.5 Heat Stress Tolerance Assays

To assess thermotolerance, 5‐day‐old seedlings cultivated at 22°C were subjected to acute heat stress (45°C for 45 min) followed by a 72‐h recovery under standard growth conditions (22°C). Three independent biological replicates were performed, with 42 seedlings per genotype per replicate. Survival rates were quantified as the percentage of seedlings exhibiting regrowth after recovery, serving as the primary metric for heat stress tolerance evaluation.

### 4.6 Quantification of m^7^G Cap Levels

Total RNA was extracted from 4‐week‐old plants of WT, *dxo1*, *dxo1*/*NTE*, and *dxo1*/*cDXO1* using TRIzol reagent (Thermo Fisher, Cat. No. 15596026) following the manufacturer's instructions. mRNA was enriched using Oligo d(T)₂₅ magnetic beads (NEB, Cat. No. S1419S). Approximately 200 ng of mRNA from each sample was subjected to RNA dot blotting and probed with an anti‐m⁷G antibody to assess m⁷G cap levels.

### 4.7 RNA Sequencing and Data Analysis

To perform RNA‐seq analysis, approximately 100 mg of 5‐d‐old seedlings of each genotype were treated with or without 50 μM ABA for 3 h (seedlings were transferred to ABA‐containing MS medium), and then sampling for RNA extraction using TRIzol reagent (Thermo Fisher, Cat. No. 15596026) following the manufacturer's instruction. Total RNA was used for mRNA library construction and sequenced on Illumina NovaSeq. 6000 platform (Novogene Incorporation, Beijing, China).

After sequencing, raw reads were subjected to quality control and trimmed by using fastqc (v0.11.8) to get high‐quality reads. High‐quality reads were mapped to the Arabidopsis genome (TAIR10) using hisat2 (v2.2.1). Calculated the read counts of each gene with FeatureCounts (included in Subread v2.0.8 software) to generate the count matrix for expression analysis. The count matrix was normalized to transcripts per million (TPM) for cross‐sample comparisons. And the expression TPM data for some genes were visualized with heatmap.

### 4.8 Differential Expression Analysis

The count matrix was used for differential expression analysis by DESeq. 2 R package according to the pair‐wise comparison listed in supplementary Table S1. And the significant differentially expressed genes (DEGs) were identified with the criteria |foldchange | > 2 (|log2 (FC)| > 1) and *p*‐value < 0.05. Principle component analysis (PCA) was performed on all samples with count matrix using DESeq. 2 to assess the data quality.

### 4.9 Gene Function Annotation

Gene functions were annotated using Ensembl Plant (Table S1). Gene ontology (GO) and KEGG pathway enrichment analyses were performed on DEGs using DAVID (Sherman et al. 2024). Significant terms (*p*‐value < 0.05) were shown in Tables S2, with the most significant terms (*p*‐value < 0.05, gene count ≥ 5) visualized in figures.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

Supporting File 1

Supporting File 2

Supporting File 3

## Data Availability

The RNA‐seq data have been submitted to the National Center for Biotechnology Information Gene Expression Omnibus repository, https://www.ncbi.nlm.nih.gov/geo and their accession number is GSE300339.

# Supplementary material for: Arabidopsis DXO1‐ and RNMT1‐Mediated m7G Capping of mRNA Modulates ABA Response
**Source:** Plant Cell Environ. 2026 Apr 16;49(8):5358–72. doi: 10.1111/pce.70547
**Supplement:** Supplementary file 1 — Supporting File 1

**Supporting Information**

| **Filename** | **Description** |
| --- | --- |
| **Supplementary_Table S1.xlsx** | **Table S1.** Summary of DEGs |
| **Supplementary_Table S2.xlsx** | **Table S2.** GO Functational Analysis |

**Supplementary Figure**

**
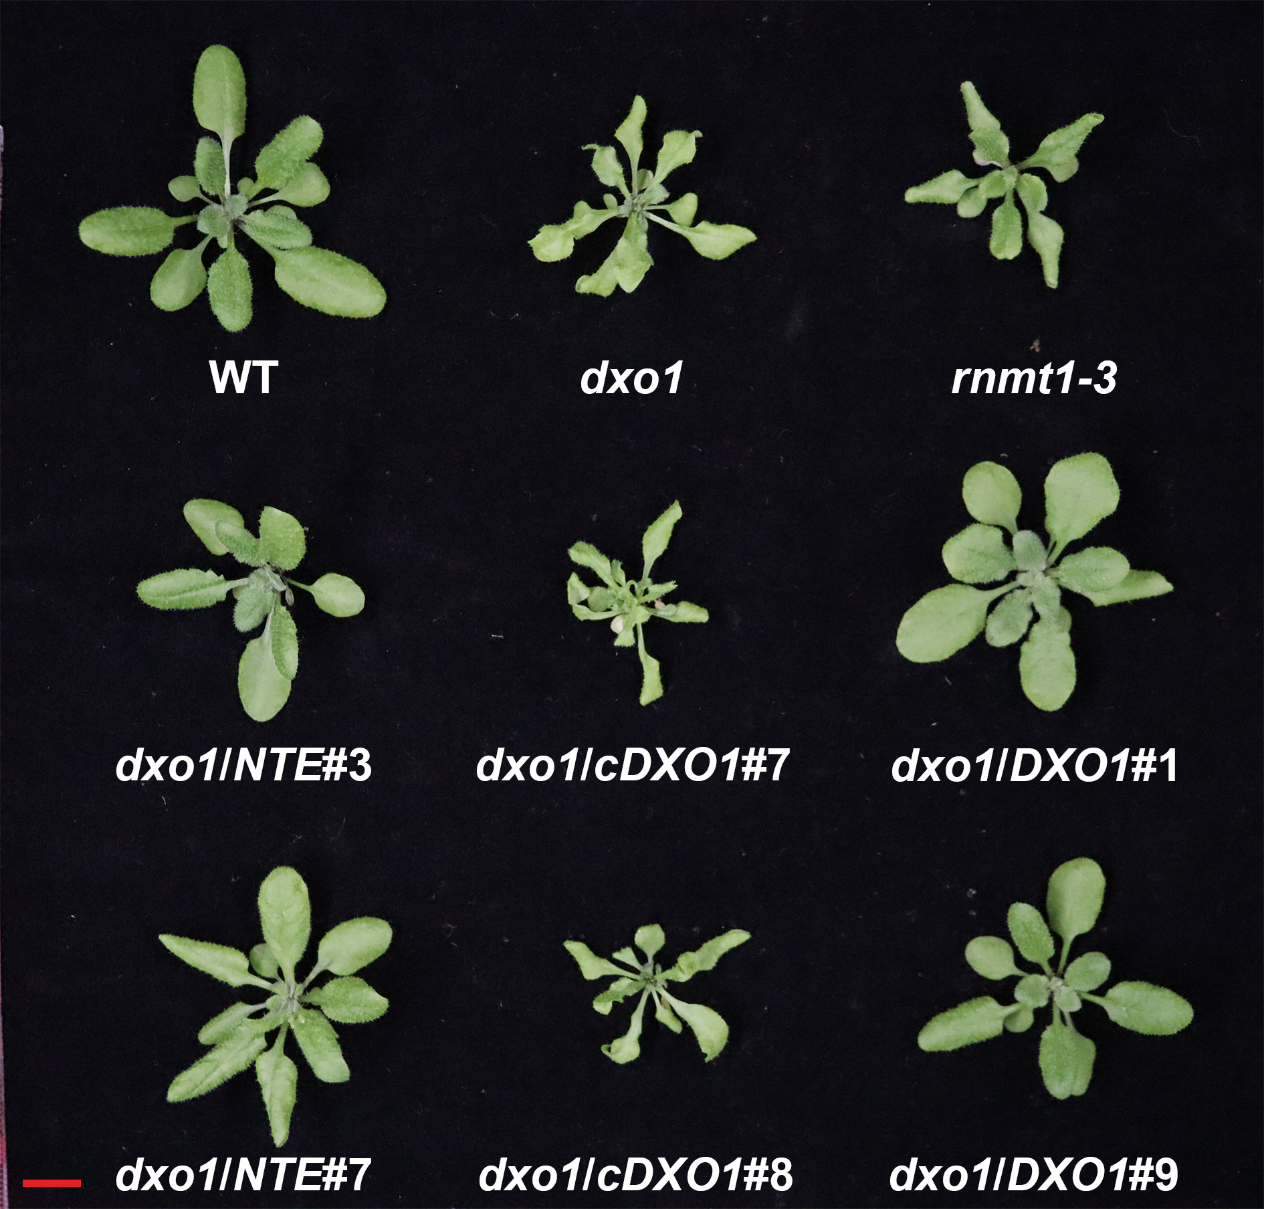
Figure S1. Morphological phenotypes of 4-week-old plants of Arabidopsis genotypes.**

Plants grown in soil include wild-type (Col-0), *dxo1*, *rnmt1*-*3*, multiple *dxo1* lines complemented with the various DXO1 domains: *dxo1*/*NTE* (#3, #7), *dxo1*/*cDXO1* (#7, #8), *dxo1*/*DXO1* (#1, #9). Scale bar = 1▒cm.

**
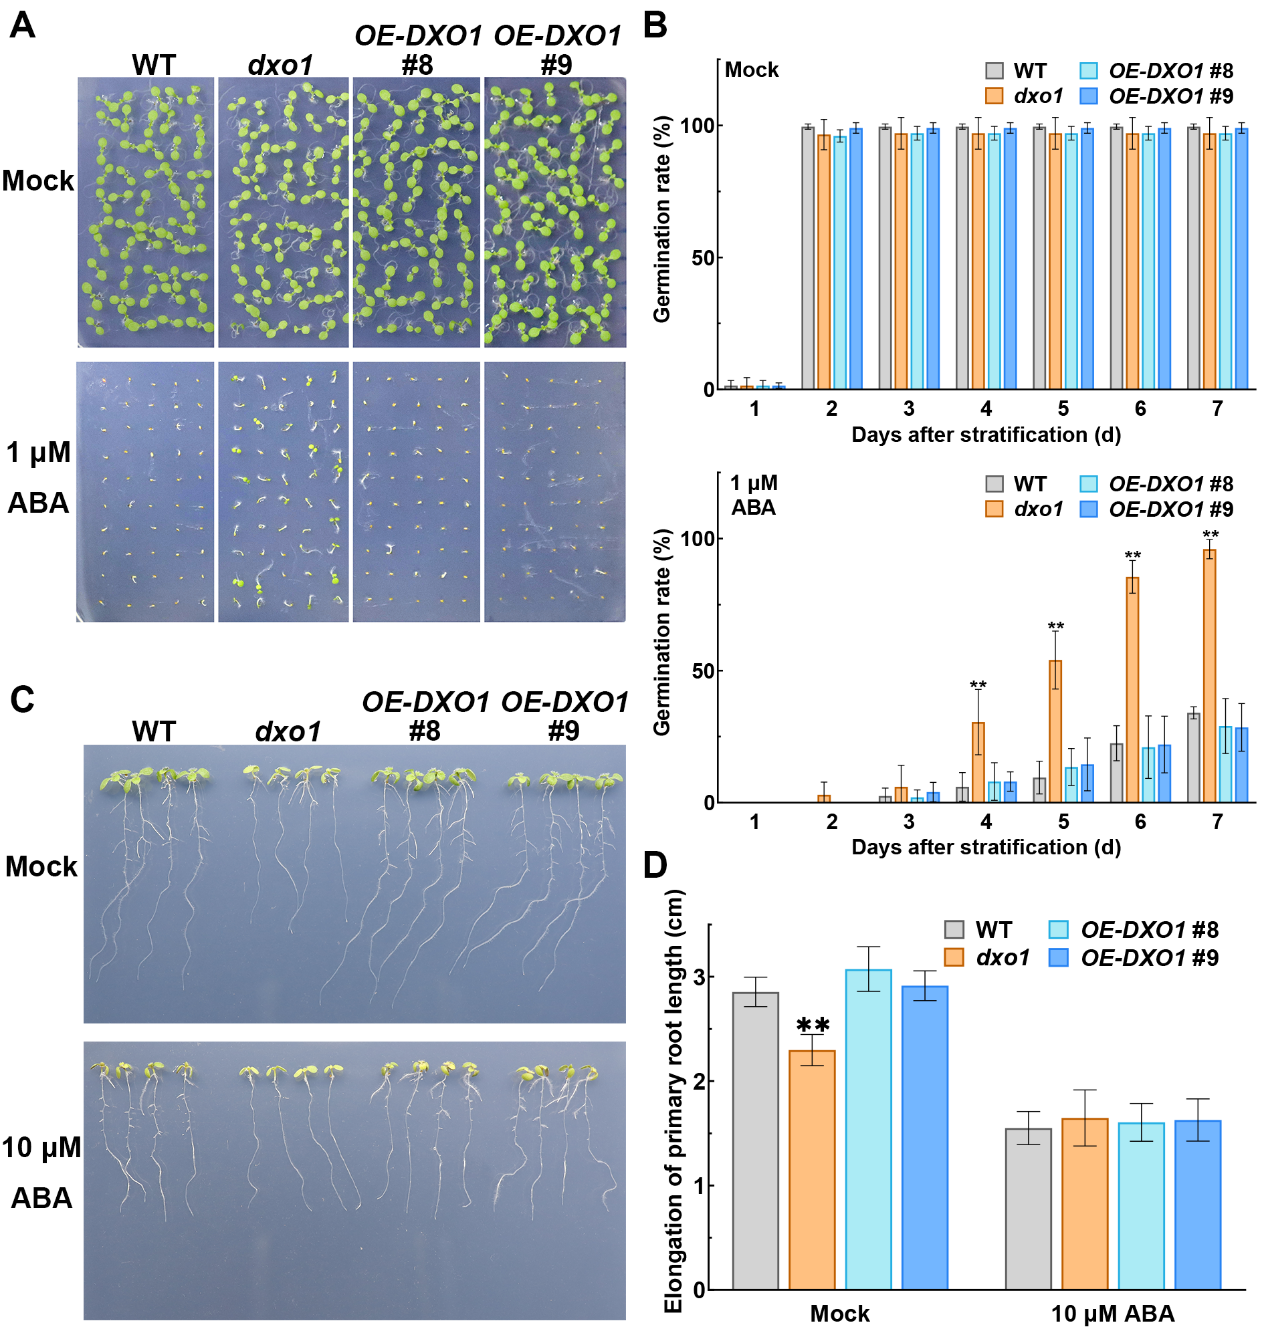
Figure S2. ABA hyposensitivity of *dxo1* during germination and seedling development.**

**(A)** Germination phenotypes of WT, *dxo1*, and DXO1-overexpression (*OE-DXO1* #8, #9) seeds on ½ MS▒±▒1▒μM ABA. Representative images at final time point.

**(B)** Germination rate in **(A)** were recorded over 7 days (mean▒±▒SD, n▒=▒3 replicates, 50 seeds/genotype/replicate).

**(C)** Root growth phenotypes of 4-day-old seedlings transferred to ½ MS▒±▒10▒μM ABA for 5 days.

**(D)** Primary root length quantification (mean▒±▒SD, n▒=▒4 replicates, 4 seedlings/genotype/replicate). Significant differences relative to WT were determined by Student’s *t*-test: ** indicates *p*-value▒<▒0.01.

**
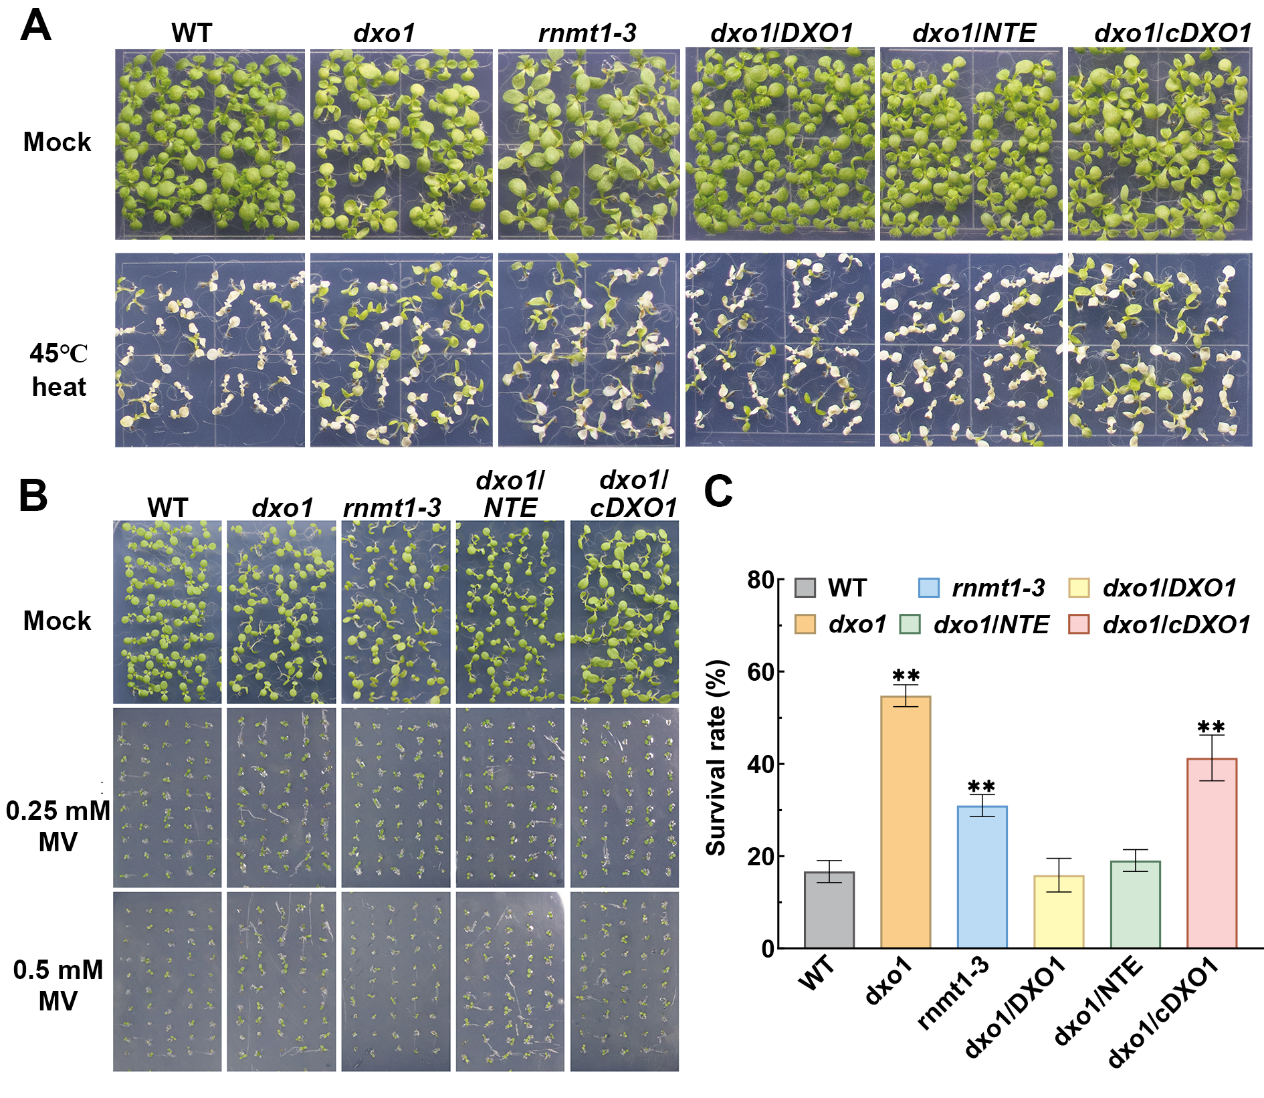
Figure S3. Thermotolerance impairment in *dxo1* and *rnmt1-3* mutants.**

**(A)** Plants of WT, *dxo1*, *rnmt1-3*, *dxo1*/*DXO1*, *dxo1*/*NTE* and *dxo1/cDXO1*, were treated with and without heat (45°C) for 45▒min, then recover under 22°C for 3 days to measure the survival rate **(C)**.

**(B)** Seeds of WT, *dxo1*, *rnmt1*, *dxo1*/*NTE* and *dxo1*/*cDXO1* were treated with and without 0.25▒mM and 0.5▒mM MV, and No significant differences observed (n▒=▒3 biological replicates). Significant differences relative to WT were determined by Student’s *t*-test: ** indicates *p*-value▒<▒0.01.

**
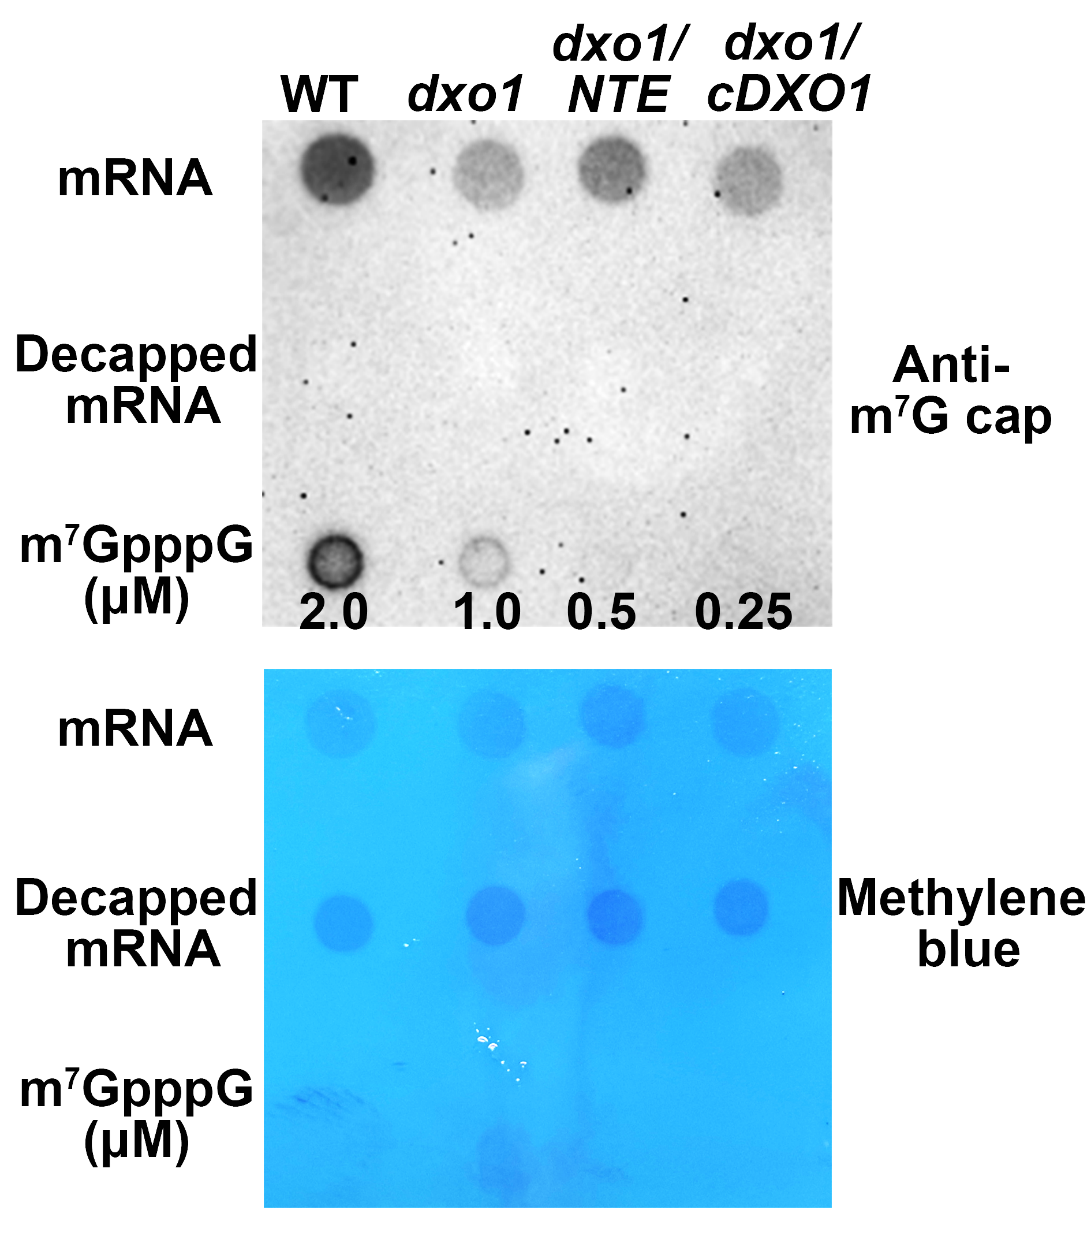
Figure S4. Analysis of m^7^G cap levels in different genotypes.** The m^7^G cap levels in WT, dxo1, dxo1/NTE and dxo1/cDXO1 were analyzed by RNA dot blotting. The same amount of poly(A)-enriched RNAs from each sample was added to the membrane and detected with the anti-m7G antibody. Decapped mRNA (treated with a decapping enzyme (NEB, Cat. No. M0608S)) served as a negative control, and a dilution series of m⁷GpppG was used as a standard for quantification. Three independent experiments were performed with similar results; representative data are shown.

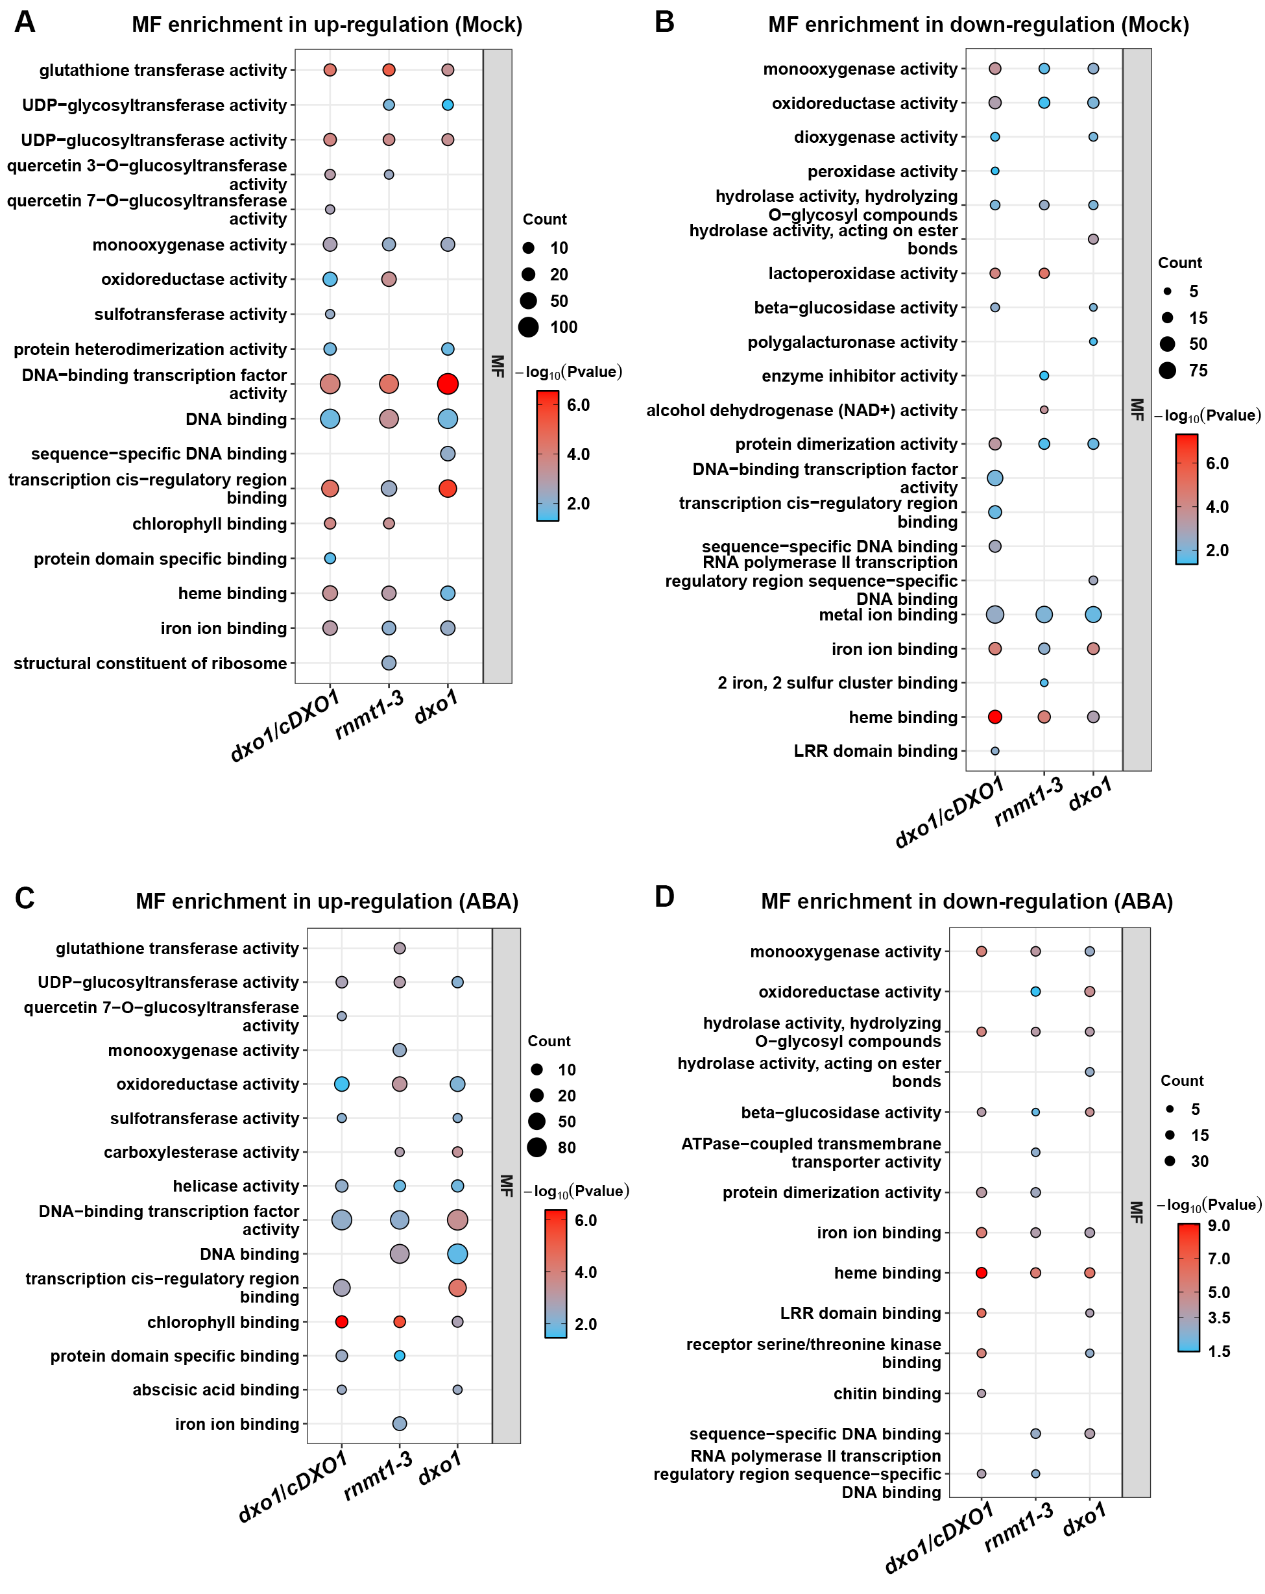
**Figure S5. GO enrichment of MF categories in DEGs of *dxo1*/*cDXO1*, *rnmt1*-*3* and *dxo1*.**

Significantly enriched molecular functions up-/down-regulated DEGs under mock-control **(A** and **B)** and ABA-treated **(C** and **D)** conditions. Circle size represents gene counts per term. Color gradient indicates statistical significance -log10 (Pvalue) levels, ranging from high significance (red) to low (blue). MF, molecular functions.

**Figure S6. GO enrichment of BP and CC categories in DE
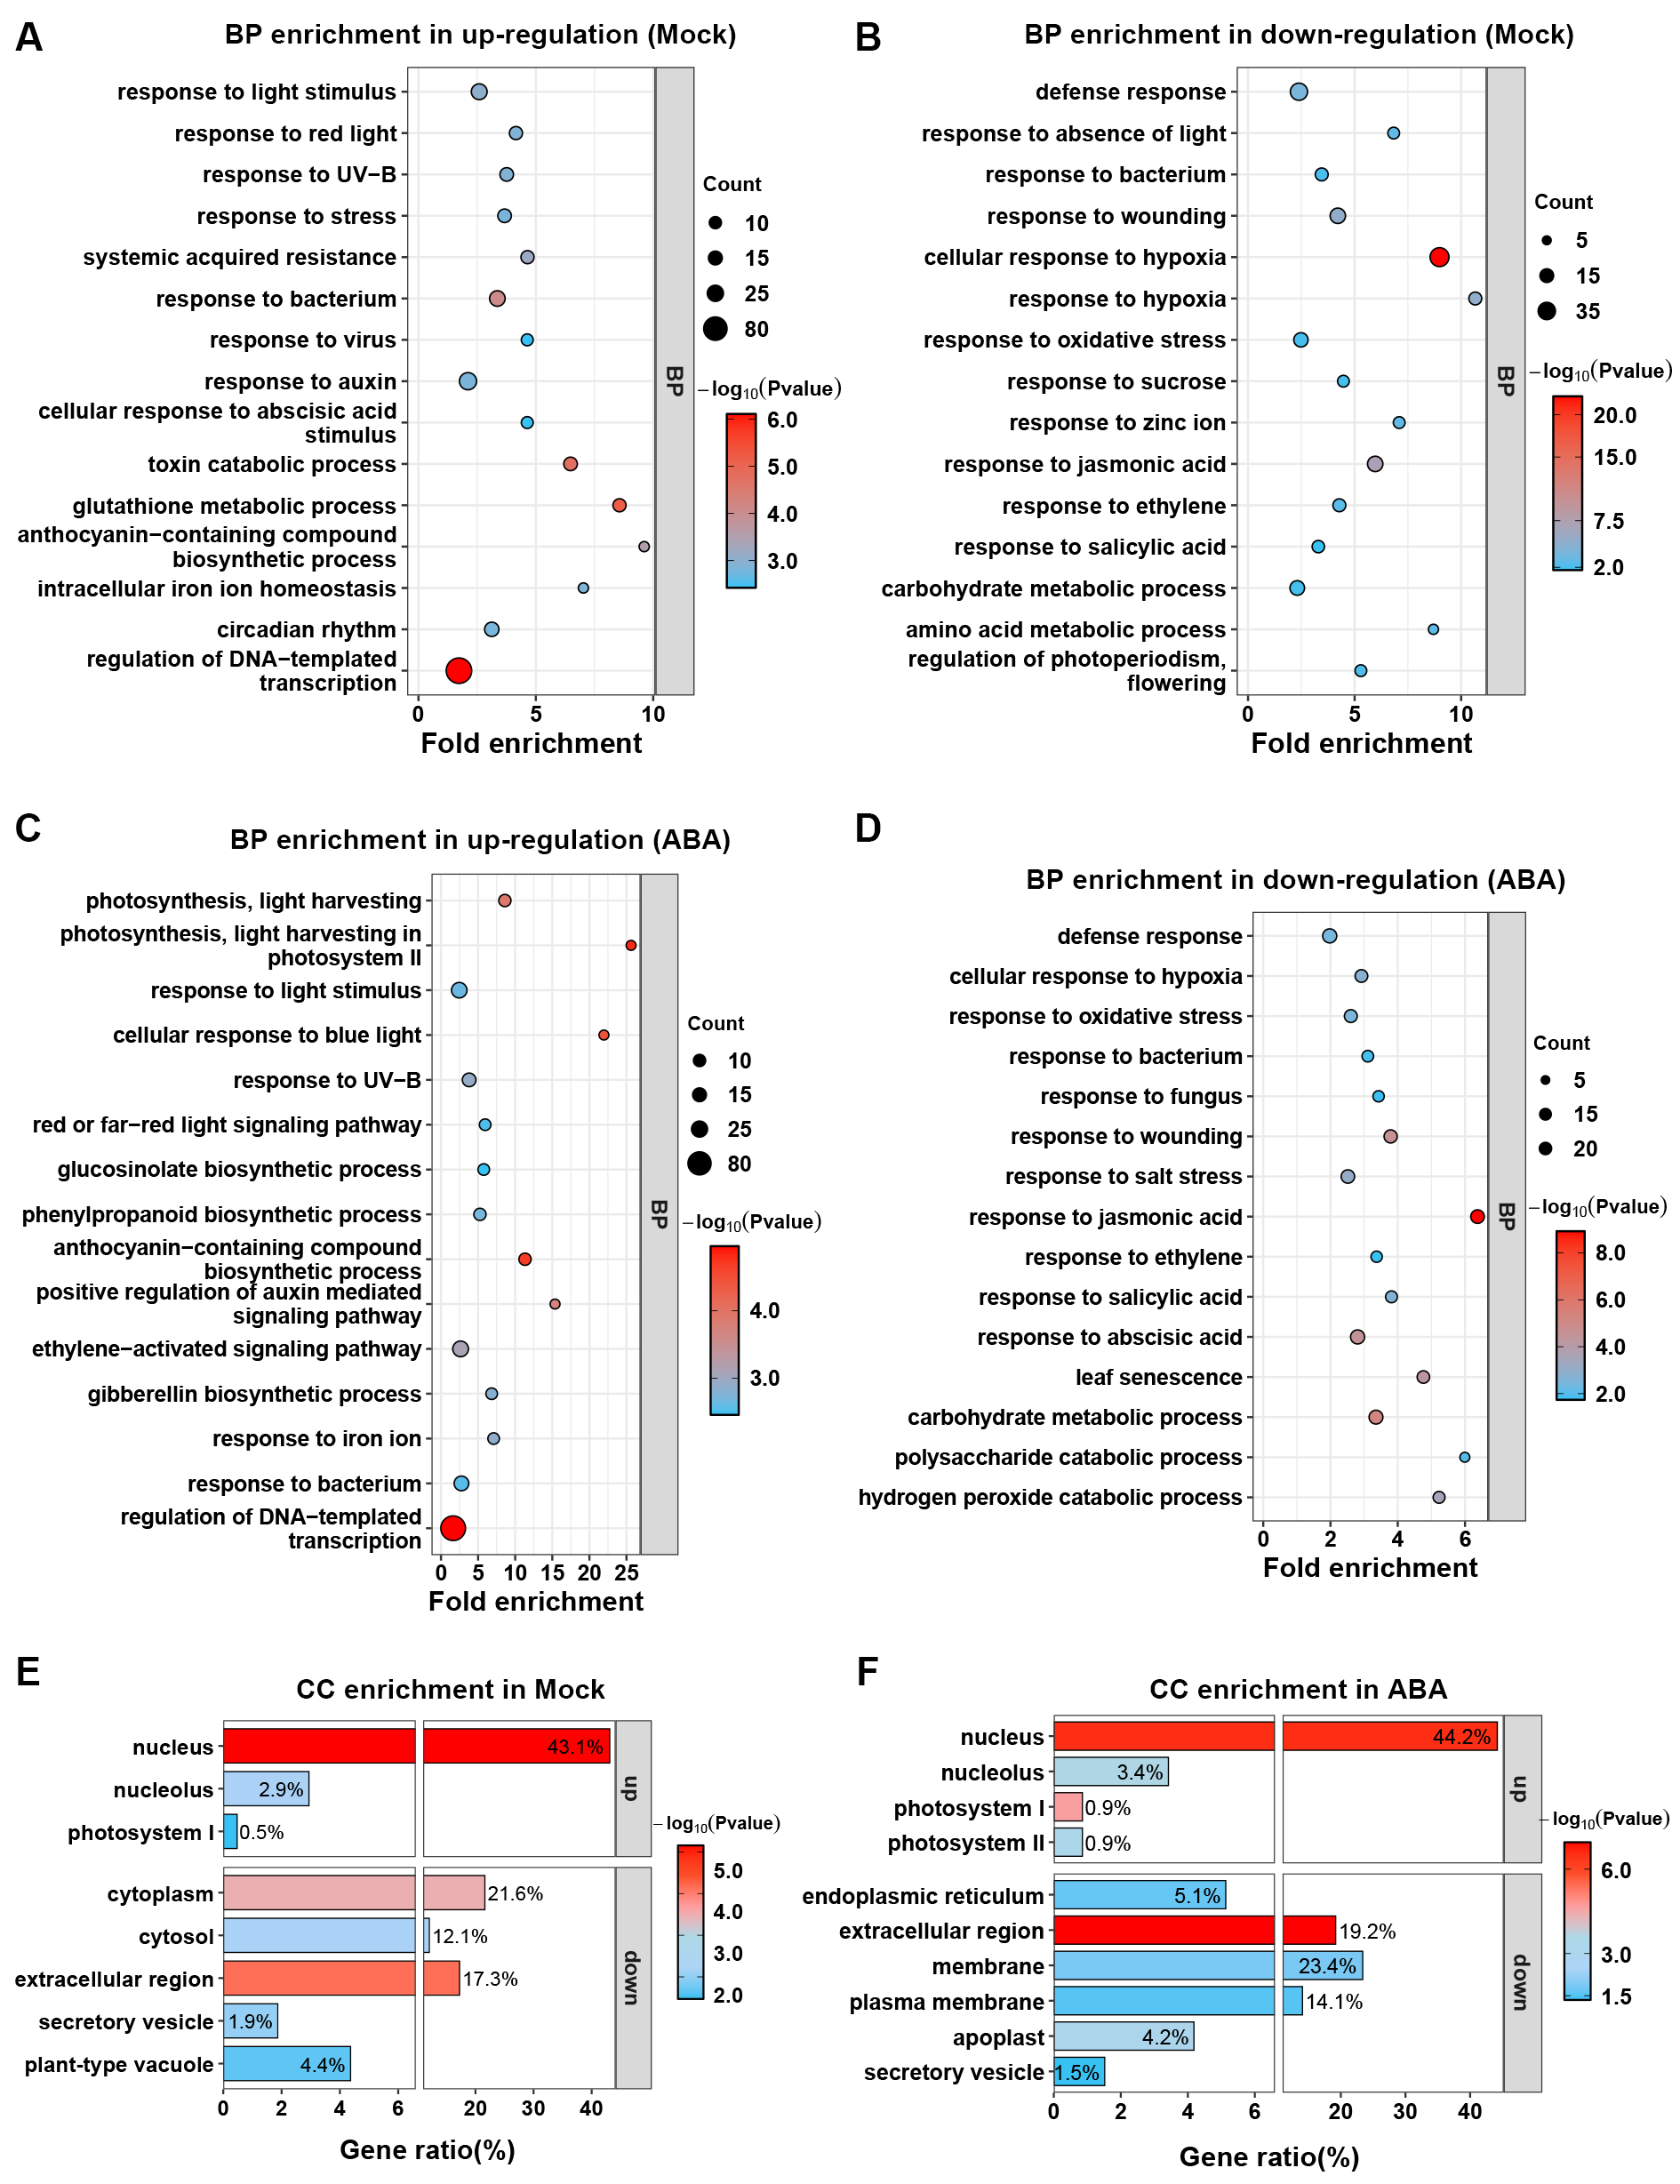
Gs of *dxo1*.**

**(A-D)** Top enriched biological processes up-/down-regulated DEGs under mock-control **(A** and **B)** and ABA-treated **(C** and **D)** conditions.

**(E and F)** Cellular component enrichment under control **(E)** and ABA-treated **(F)** conditions. Color gradient indicates statistical significance -log10 (Pvalue) levels, ranging from high significance (red) to low (blue). BP, Biological Process; CC, Cellular Compartment.

**
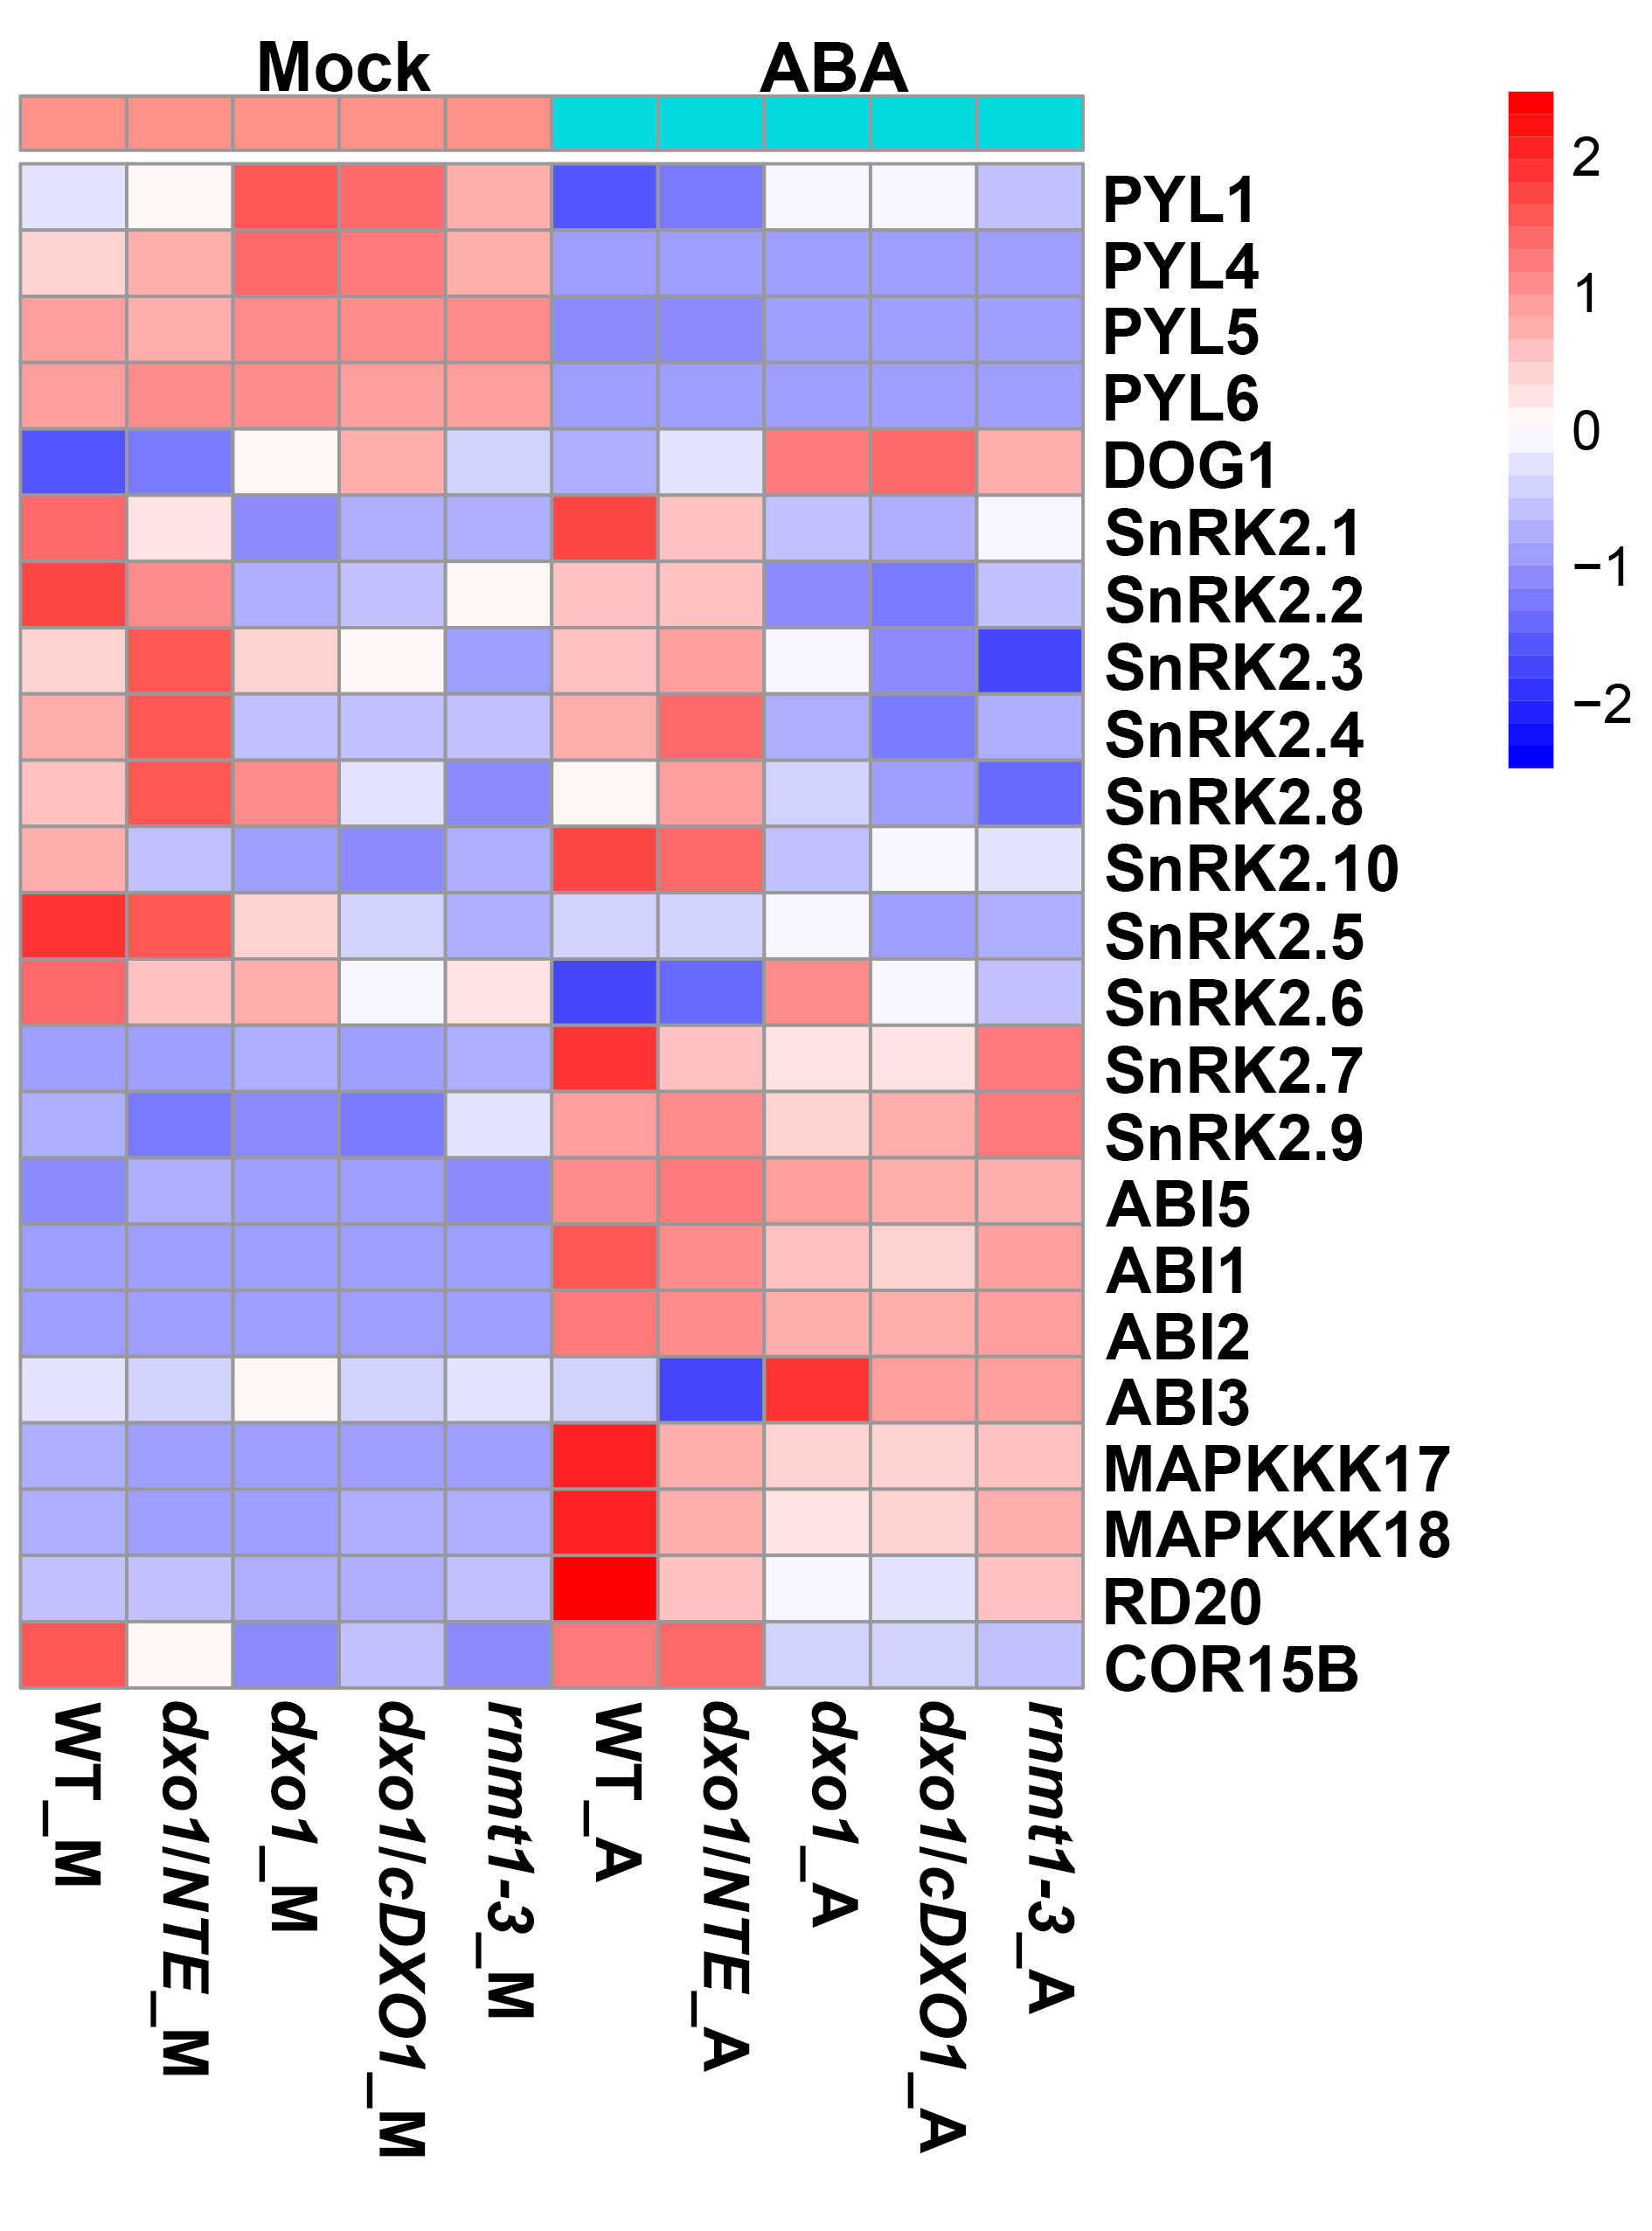
Figure S7. Expression profiles of ABA receptors, signaling transduction and responses.**

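The list held the 23 genes labelled on the rows of the heatmap. After ABA, adjusting p over the list alone, 4 were higher and 11 lower than WT in *dxo1* (21 tested), 5 and 10 in *dxo1*/*cDXO1* (22 tested), 5 and 8 in *rnmt1‐3* (22 tested), and 2 and 5 in *dxo1*/*NTE* (21 tested). Adjusting over all genes, the counts were 4 and 11, 5 and 8, 5 and 7, and 1 and 5 (edgeR). Under mock, over the list alone, 3 were higher and 5 lower in *dxo1*, 3 and 4 in *dxo1*/*cDXO1*, and 2 and 3 in *rnmt1‐3*.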

Heatmap of ABA receptor, signaling and responsive genes’ expression. The color bar indicates expression levels from high (red) to low (blue). M, mock condition; A, ABA condition.

**
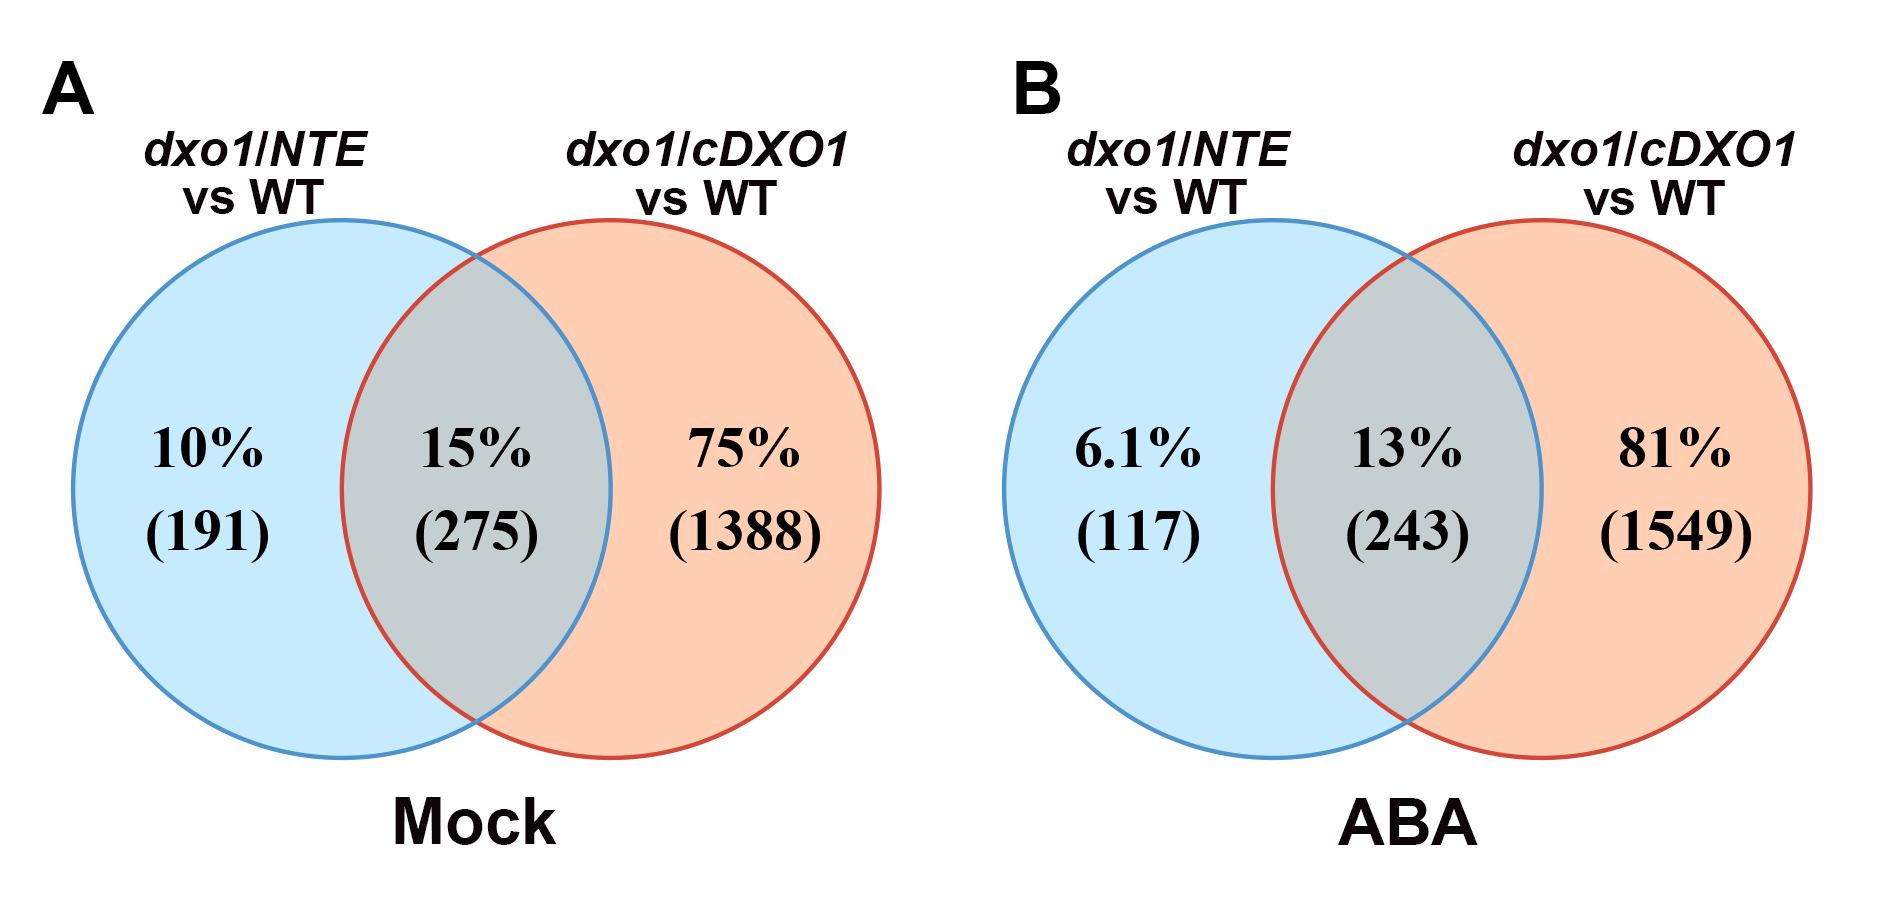
Figure S8. Overlap analysis of DEGs.**

**(A** and **B)** Venn diagram showing DEGs of dxo1/NTE-vs-WT overlaps with DEGs of dxo1/cDXO1-vs-WT under mock **(A)** and ABA **(B)** conditions.

How the deposited data were processed for this re-analysis (not part of the article)

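The authors checked and trimmed reads with fastqc, aligned them to TAIR10 with hisat2 and counted them per gene with featureCounts. The annotation version, the strand setting and the treatment of reads with several alignments are not named. The deposited table holds the unit raw count for 32833 genes in 30 libraries, and a column of gene length in bases (unit other). No column was left out. Lengths equal the summed exon length in the TAIR10.1 RefSeq annotation for 32370 (99.5%) of the 32548 genes found there, so that annotation gives the names, coordinates and gene sets. The names are sparse: 11405 genes have a process name and 13181 a component name.

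Differential expression used edgeR 4.0.16 in R 4.3.3 on the 6 libraries of each contrast: filterByExpr (at least 10 counts, 15 in total), TMM scaling, quasi-likelihood fit and test. Log2 CPM used a prior count of 2. DEGs have unadjusted p under 0.05 and absolute log2 fold change over 1. All adjusted p values of single genes come from edgeR with Benjamini-Hochberg adjustment over all tested genes unless another tool is named. The interaction of genotype and ABA used 12 libraries and an adjusted p under 0.05. DESeq2 1.42.0 was the alternative tool. Other alternatives were scaling by RLE, no filter beyond 1 count, adjusted p for DEGs, a fit over all 30 libraries, a term for the replicate, and each library or replicate left out. The main settings and these alternatives were chosen before the data were examined. Leaving out single WT libraries from the interaction, and leaving out replicates from the gene sets, were added after seeing the data.

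Replicate numbers were taken as pairing only if the data showed it. Across 45 pairs of groups the mean correlation of same-numbered libraries ran from -0.0292 to 0.239, and only the 3 pairs among mock *dxo1*, *dxo1*/*cDXO1* and *rnmt1‐3* had all 3 replicates over 0.1. No term for the replicate was used in the main contrasts. For the mock contrasts among these 3 groups that departs from the rule. Adding the term moved no DEG count at unadjusted p by more than 1.5 times. The counts by BH-adjusted p are given without the term only.

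PCA used DESeq2's variance-stabilized counts of the 500 most variable genes. Overlaps used genes tested in both contrasts, with Fisher's exact test and 25 simulated sets of groups that do not differ from WT, each compared with the real WT libraries. The simulated groups took their spread from the WT libraries, which is wider than that of the other genotypes. The ABA response is the mean signed log2 change over ABA-responsive genes called in a genotype outside the comparison. Its p comes from an exact permutation of the ABA libraries after the mock mean of each genotype is subtracted.

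Gene sets were 45 process names and gene families (42 with at least 5 tested genes), adjusted together. Fisher's exact test was primary. The alternatives were camera (limma 3.58.1, preset correlation 0.01) and fry, which tests the genes of a set on their own and not against other genes. The set of defensin symbols is defined by the prefix PDF and also holds a few genes that share it. The list of hypoxia markers has 17 genes and the list of touch-responsive genes 14; they were compared per library.

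Genes named beyond those in the paper follow a rule: adjusted p under 0.05 in the same direction in all 3 capping mutants (or in *dxo1*/*NTE*), libraries that do not overlap those of WT, a mean of at least 1 CPM, and the largest mean log2 fold change, 3 in each direction; and the 3 genes with the smallest interaction p in all capping mutants. *DXO1* and *RNMT1* were located in the annotation through their domain notes, each note being found in 1 gene. A group with at most 3 counts in every library gives only a bound on a fold change.

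The procedure was tested on simulated counts with 200 changed genes. With the spread of WT mock, edgeR found 100% of the 114 genes changed more than 2-fold, and 138 of 19557 unchanged genes passed the unadjusted thresholds (10 after adjustment); with the spread of WT ABA 57 of 19726 passed (2 after adjustment). DESeq2 passed 140 of 23600 and 74 of 23716. The interaction test found 97.6% of 123 genes and called 3 of 20237 unchanged genes. Changed genes were drawn above a minimum level, and none of those counted as found lay near 2-fold. Counts were drawn gene by gene, without a deviating library such as WT mock replicate 1. The shares found therefore do not show the power for low levels, for changes near 2-fold or for the real WT mock group. A simulated response ratio of 0.8 was found as 0.786.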

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

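In the paragraphs that follow, the tests of library size, of a single WT mock library, of the state of the WT mock libraries, of exchanged labels and of linkage for AT4G17616 were chosen only after the result was seen. The other tests were written down beforehand.

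The interaction of genotype and ABA was called for 56 genes in *dxo1*, 48 in *dxo1*/*cDXO1*, 26 in *rnmt1‐3* and 0 in *dxo1*/*NTE* (at unadjusted p 2360 in *dxo1*/*NTE*, 392 of them with an interaction over log2 1). With RLE scaling *dxo1* had 57 genes, but RLE moved the median log2 fold change of a contrast by at most 0.00753 from TMM, so this decides nothing about library size, which stays open. Genotype labels were exchanged in 50 draws, the real labels among them. As many genes as with the real labels were called in 3 draws for *dxo1* and in 2 draws each for *dxo1*/*cDXO1* and *rnmt1‐3*, the real labels included. The other such draws (2831 and 1021 genes in *dxo1*, 3528 in *dxo1*/*cDXO1* and 2041 in *rnmt1‐3*) exchanged labels mostly within one treatment, which turns a genotype difference into an interaction, so they are no picture of absent interaction. The remaining draws gave at most 11, 14 and 12 genes. Draws were set aside by their count, however, and some of the remaining draws exchanged labels in the same way. In *dxo1* such a draw gave 6 genes. The draws therefore do not decide whether exchanged labels can reach the real counts without an interaction. For *dxo1*/*NTE* all 50 draws gave at least the real count of 0.

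A second explanation is that a gene already high before ABA has less room to rise. Of the interaction genes induced by ABA in WT, 36 of 36 in *dxo1*, 28 of 31 in *dxo1*/*cDXO1* and 17 of 19 in *rnmt1‐3* (89.5%) were higher than WT under mock, and 23, 23 and 14 were also lower than WT after ABA. These genes were selected by the interaction itself, so less room to rise and a weaker response cannot be told apart. The low number of interaction genes is likely set in part by WT mock replicate 1: without it *dxo1*/*NTE* has 203 genes and *dxo1* 384. It is not the only setting that raises the number, since DESeq2 with every library kept calls 161 and 227. Attenuation of the ABA response by the capping defect remains a hypothesis for these genes.

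*MIR158a* (AT3G10745) had 0 to 1 counts in WT mock and at least 53 in every *dxo1* mock library. Reads spilling from a neighbouring gene were tested through the neighbours, the 4 nearest expressed, whose largest absolute log2 fold change was 0.655. Copies elsewhere were tested through unique 50-base stretches, which make up 100% of the gene. The state of the WT mock libraries was tested through the ABA libraries, where the lowest count in a capping mutant was 32 and WT had 0. All 3 tests argue against these explanations. *dxo1*/*NTE* had 9 to 16 counts under mock and 5 to 10 after ABA. A change in transcription or in processing of the primary transcript is a hypothesis that counts do not separate.

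Genes of the DUF295 family were higher than WT (adjusted p under 0.05) under mock in 10 of 20 tested in *dxo1*, 7 of 20 in *dxo1*/*cDXO1* and 9 of 21 in *rnmt1‐3*. Over all genes 13% were higher in *dxo1*; Fisher's exact test across genes gave an unadjusted p of 7.03e-05 in *dxo1*, 0.00709 in *dxo1*/*cDXO1* and 0.000101 in *rnmt1‐3*. The family was looked at because 2 of its genes led the ranked list. Reads shared with copies are argued against as the cause: of the genes with at least 90% unique stretches, at least 7 were higher in every capping mutant. After ABA 9 of 18, 9 of 19 and 9 of 19 were higher in *dxo1*, *dxo1*/*cDXO1* and *rnmt1‐3*. Over all genes 22.6%, 23.6% and 19.7% were higher there (Fisher's exact test across genes, unadjusted p = 0.00975, 0.0198 and 0.00596). The excess is smaller than under mock in *dxo1*, but it argues against a state of the WT mock libraries as the only cause. In *dxo1*/*NTE* after ABA 1 of 14 was higher. A shared effect of the capping defect on this family is a hypothesis.

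AT4G17616 lies directly upstream of *DXO1* (chromosome 4, 9819340 to 9821730, plus strand). Its log2 fold change was 2.91 in *dxo1*/*cDXO1* and 3.06 in *dxo1*/*NTE* under mock (edgeR, adjusted p = 7.44e-05 and 0.000338) and 2.49 and 2.77 after ABA. Reads from the *DXO1* promoter fragment of the transgenes predict an increase in both transgenic lines and both treatments, and the smallest of the 4 values, 2.489, fits it. Linkage to the *dxo1* insertion predicts a change in *dxo1* as well, where the log2 fold change was -0.19 (-0.1864; edgeR, adjusted p = 0.56), which argues against it. *CKB2*, downstream of *DXO1*, was also higher, by 0.65 in *dxo1*/*cDXO1* and 0.51 in *dxo1*/*NTE* under mock (edgeR, adjusted p = 0.00288 and 0.0891) and by 0.84 and 0.72 after ABA (edgeR, adjusted p = 1.39e-05 and 0.0045), and not in *dxo1* (-0.08 and -0.12; edgeR, adjusted p = 0.602 and 0.297). A promoter fragment does not predict this, and its cause was not tested.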

How the results depend on the processing

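Of the checks in these paragraphs, the splits of libraries and the fits without single WT libraries or replicates in gene sets were chosen only after the result was seen.

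DEG counts of the 19 contrasts stayed within 1.5 times under DESeq2, RLE scaling, the fit over all 30 libraries and a term for the replicate. Adjusted p for DEGs, stricter by construction, gave 118 DEGs for *dxo1*/*NTE* under mock and 216 after ABA, and 21 and 98 between *dxo1* and *dxo1*/*cDXO1*, and left the other 15 counts within 1.5 times. Without a filter beyond 1 count, which admits more genes of low count by construction, there were 537 DEGs for *dxo1*/*NTE* after ABA, 287 and 348 between *dxo1* and *dxo1*/*cDXO1* under mock and after ABA, and after ABA 832 between *dxo1* and *rnmt1‐3* and 701 between *dxo1*/*cDXO1* and *rnmt1‐3*; 14 counts stayed. With 1 library left out, 113 of 114 counts stayed; *dxo1* against *dxo1*/*cDXO1* under mock ranged from 155 to 297, the highest without *dxo1*/*cDXO1* mock replicate 3. The cause was not tested.

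For each of the 19 contrasts the 6 libraries were also split in all 10 ways into 2 groups of 3. The real split gave the most DEGs in each, so 1 of 10 splits reached the real count, and no contrast can go below 0.1 in this test. On its own it can therefore decide none of them, but most real counts lie far above the next split, such as 1441 against 196 for *dxo1* and WT under mock and 1937 against 142 for ABA and mock in WT. In the mock contrasts among *dxo1*, *dxo1*/*cDXO1* and *rnmt1‐3*, where libraries of the same replicate number correlate, the real split parts all 3 such pairs, as do 4 of the 10 splits. The closest was *dxo1* against *dxo1*/*cDXO1* under mock, 156 DEGs with the next split at 138.

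The number of interaction genes moved most. In the order *dxo1*, *dxo1*/*cDXO1*, *rnmt1‐3* and *dxo1*/*NTE*, DESeq2 gave 227, 203, 121 and 161, the fit over all 30 libraries 243, 293 (interaction genes dxo1/cDXO1), 112 and 497, and unadjusted p with an interaction over log2 1 gave 376, 417, 345 and 392. Without a filter beyond 1 count, *dxo1* had 96 and *dxo1*/*NTE* 9. RLE scaling and a term for the replicate kept all 4 counts within 1.5 times. With 1 library or replicate left out the ranges were 0 to 541, 0 to 688, 0 to 391 and 0 to 735, with the highest count without replicate 1. Chosen after seeing the data, fits without a single WT library gave 384, 336, 203 and 203 without WT mock replicate 1, 37, 36, 19 and 0 without replicate 2, and 59, 53, 21 and 0 without replicate 3. Without WT ABA replicates 1, 2 and 3 they gave 112, 72, 41 and 7, then 25, 25, 10 and 1, then 26, 23, 11 and 0. Apart from WT mock replicate 1 the cause was not tested.

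The PC1 share was 73.6% for log2 CPM and 43.8% for all genes, where PC2 was 22%; with rlog PC2 was 10.5%. With a replicate left out PC1 ranged from 77.8% to 80.5% (highest without replicate 1) and PC2 from 11% to 12.9% (11.03 to 12.88; highest without replicate 3). The cause was not tested.

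The share of *dxo1*/*NTE* DEGs that are DEGs in *dxo1*/*cDXO1* was, under mock, 53.4% with DESeq2, 51.5% without a filter and 67% (66.96) with adjusted p, and after ABA 62.9%, 60.4% and 80.8%, and 65.3% in the fit over all 30 libraries. RLE scaling, a term for the replicate, same-direction counting and leaving out a replicate number in all groups kept both. The cause was not tested.

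The response ratio over the WT list, which by construction holds genes with a high WT estimate, was 0.735 in *dxo1*, 0.759 in *dxo1*/*cDXO1*, 0.79 in *rnmt1‐3* and 0.822 in *dxo1*/*NTE*. Over repressed genes alone it was 0.907, 0.924 and 0.94 (0.9396) in the capping mutants, for which the cause was not tested. Induced genes alone, a prior count of 0.5, RLE scaling and leaving out a replicate number kept every ratio.

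Of 130 results for named genes, DESeq2 kept 126. It took *RNMT1* in *dxo1*/*NTE* after ABA (adjusted p = 0.0737) and *SnRK2.4* in *dxo1* and *dxo1*/*cDXO1* (0.0527 and 0.0501) above 0.05, and *ABI2* in *rnmt1‐3*, which was near 0, changed sign (0.00; -0.001017). A term for the replicate kept 127, brought *SnRK2.7* in *rnmt1‐3* (adjusted p = 0.0334) and *SnRK2.1* in *dxo1*/*cDXO1* (0.0416) below 0.05 and took AT4G20690 in *dxo1*/*NTE* above it. With 1 library left out 614 of 708 stayed, 9 strengthened, 17 changed sign, all with an adjusted p of at least 0.339 in the main fit, and 68 weakened, among them *ABI2* in *dxo1* without WT ABA replicate 3 (edgeR, adjusted p = 0.122), *RNMT1* in *dxo1*/*NTE* without its ABA replicate 2 (edgeR, adjusted p = 0.0715), AT5G65207 in *dxo1* without WT mock replicate 3 (edgeR, adjusted p = 0.108), *PYL1* in *dxo1*/*NTE* without WT ABA replicate 3 (edgeR, adjusted p = 0.0728) and *AUF1* without *dxo1*/*NTE* replicate 1 (edgeR, adjusted p = 0.0731). Of 82 gene-set results, camera kept 59, fry 47 and adjusted p for DEGs 74; with replicates left out 218 of 246 stayed, 21 weakened and 7 strengthened. The number of enriched sets was 74 and ranged from 64 to 102 over the alternatives.

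The log2 fold changes against WT whose sign changed with 1 library left out lay near 0, and each range here covers the 6 fits that left out 1 library. After ABA, *ABI2* in *rnmt1‐3* went from -0.05001 to 0.0509, *SnRK2.5* from -0.15 to 0.0401 in *dxo1*/*cDXO1* and from -0.082 to 0.11 in *rnmt1‐3*, *SnRK2.6* from -0.11 to 0.0142 in *dxo1*/*cDXO1* and from -0.02995 to 0.11 in *rnmt1‐3*, *SnRK2.8* from -0.24 to 0.15 in *dxo1* and from -0.28 to 0.10 in *dxo1*/*cDXO1*, *SnRK2.9* from -0.31 to 0.0213 in *dxo1* and from -0.0616 to 0.27 in *dxo1*/*cDXO1*, and *SnRK2.10* from -0.17 (-0.175) to 0.0139 in *dxo1*/*cDXO1*. Under mock *AUF1* in *rnmt1‐3* went from -0.0872 to 0.30. The cause was not tested.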

Differences from the paper's values

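None of the tests in these paragraphs was chosen after the result was seen, apart from the gene-set fits without a replicate.

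The share of PC2 is 11.7%, and the paper's value is 23%. The share for all genes, 22%, closes the gap for PC2. For PC1 that setting gives 43.8%, below the paper's 53%, where the main setting gives 78.7%. Log2 CPM (10.9%), rlog (10.5%) and leaving out replicate 1, 2 or 3 (11.1%, 11% and 12.9%) do not.

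The share of genes up under mock that carry the name nucleus is 12.4% in *dxo1*/*cDXO1*, and the paper's value is 45.4%. In *rnmt1‐3* it is 14.2%, and the paper's value is 40%. The component names used here are the sparse ones of the RefSeq annotation (13181 genes), which is not the annotation behind the paper's shares. No alternative with another annotation was run, so whether that closes the gap was not tested.

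For genes up under mock the paper names terms that were not enriched here by Fisher's exact test. Toxin catabolism had an adjusted p of 1 in *dxo1*/*cDXO1* and 0.419 in *rnmt1‐3*, where fry reaches the paper's call (0.0474). Iron ion homeostasis had 0.123 and 0.515; fry reaches the call in *dxo1*/*cDXO1* (0.0474). Response to bacterium had 1 and 0.736; fry reaches the call in *rnmt1‐3* (0.0199). Oxidative stress (1 and 0.66), heat (1 and 1) and light stimulus (0.736 and 1) are reached by no setting. Regulation of transcription had 0.058 and 0.0922; leaving out replicate 2 reaches it in *dxo1*/*cDXO1* (0.0219). Photosynthesis in *rnmt1‐3* had 0.0707, reached with adjusted p for DEGs (0.0346) and without replicate 2, and without replicate 3 (0.00341).

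For genes down under mock, wounding in *rnmt1‐3* had an adjusted p of 0.889 and no setting reaches the paper's call. Oxidative stress had 0.157 in *dxo1*/*cDXO1* and 0.0819 in *rnmt1‐3*, reached in *rnmt1‐3* without replicate 1 (0.0478). In *dxo1*/*cDXO1* salicylic acid had 0.981, reached by no setting, and jasmonic acid (0.184), ethylene (0.0707) and absence of light (0.0922) are reached by fry (0.0486, 0.029 and 0.0145), the last also by camera (0.00484). In *rnmt1‐3* carbohydrate metabolism had 0.0626, reached by fry (0.0192) and without replicate 3, and cell wall organization had 1, reached by none. In *dxo1*/*cDXO1* carbohydrate metabolism also passed (0.0217), a term the paper names for *rnmt1‐3* alone. The extracellular region was named for 1.08% and 1.27% of the genes down.

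After ABA, response to abscisic acid was not enriched among genes down in *dxo1*/*cDXO1* (adjusted p 0.515), where fry reaches the call (0.0145), or in *rnmt1‐3* (1), where no setting does. This set holds the 79 genes with that RefSeq process name, so the paper's own gene set for the term was not tested. Response to light stimulus among genes up had 0.793 in *dxo1*/*cDXO1*, reached by fry (0.0456), and 0.902 in *rnmt1‐3*, reached by none. The paper names metabolism of glutathione, whose process name here holds 2 genes, too few to be tested. Glutathione S-transferases, tested in its place, had 0.176 in *dxo1*/*cDXO1* and were below 0.05 in no setting. The text of the paper describes PP2C and SnRK2 genes as lower in the 3 mutants without saying which. Among those in its heatmap *ABI2* was lower in *dxo1* alone (0.00 in *rnmt1‐3*; edgeR, adjusted p = 0.988); in *dxo1*/*cDXO1* leaving out WT ABA replicate 2 reaches the call (0.026). *SnRK2.1* in *dxo1*/*cDXO1* is reached by the term for the replicate (0.0416) and without WT ABA replicate 1 (0.00683), and *SnRK2.3* in *dxo1*/*cDXO1* without WT ABA replicate 2 (0.0237) or *dxo1*/*cDXO1* ABA replicate 3 (0.0322). *SnRK2.9* in *dxo1* is reached without WT ABA replicate 2 (0.0259). *SnRK2.7* in *rnmt1‐3* had -0.22 (edgeR, adjusted p = 0.065), where the term for the replicate reaches the call (0.0334), and *SnRK2.5*, *SnRK2.6*, *SnRK2.8* and *SnRK2.9* were called in none (edgeR, adjusted p = 0.138 to 0.969). The clade A PP2C genes as a set were lower by camera and fry in *dxo1* (0.000118 and 0.0115) and *dxo1*/*cDXO1* (0.000911 and 0.0115) and not in *rnmt1‐3* (0.241 and 0.121).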

Other observations

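In these paragraphs, the tests of an equal catalytic effect in the *dxo1* background, of hypoxia markers in *dxo1*/*NTE*, of gene length for microRNA genes, of library size for *RNMT1*, of a single library behind the ABA response of WT, of the share of the smaller response present under mock in each genotype, and of library size and of a varying state behind the WT mock spread were chosen only after the result was seen.

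Most *dxo1*/*NTE* DEGs are also *dxo1*/*cDXO1* DEGs, and 3 explanations were tested, the first in 2 ways. Loss of the catalytic domain in *dxo1*/*NTE* predicts that its changes follow the difference between *dxo1* and *dxo1*/*cDXO1*, which isolates catalytic function. Across the *dxo1*/*NTE* DEGs that correlation was -0.04 (-0.0431) under mock and -0.10 after ABA, at percentiles 14.1 and 9.05 of 2000 matched lists. Both lie within the range of those lists and decide nothing. An effect of the same size in the *dxo1* background predicts a slope near 1; the slopes were -0.02 (-0.0194; standard error 0.0215) and -0.05 (-0.0503; standard error 0.0284), which argues against an effect of equal size. A smaller one, or one that depends on the background, remains open. Incomplete rescue by the NTE predicts that *dxo1*/*NTE* keeps part of the *dxo1* change in every library: over genes called in *dxo1* under the other treatment it kept 35.9% under mock (1411 genes) and 37.4% after ABA (1220 genes), where *dxo1*/*cDXO1* kept 97.7% and 97.6%. Loss of the enzyme predicts a kept share as well, since both *dxo1*/*NTE* and *dxo1* lack it, and the overlap itself largely sets that share, so incomplete rescue and loss of the enzyme cannot be told apart by it. Shared WT libraries predict an overlap like that of simulated unchanged groups, which reached 28.92% and 30.56% at most. Those groups had the wider spread of the WT libraries and a median of 90 and 33 DEGs, where *dxo1*/*cDXO1* had 1399 and 1522. The simulation therefore cannot decide how much overlap shared WT libraries alone would give.

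Hypoxia markers (17 genes) were lower than in WT under mock, with mean log2 differences of -1.31 (-1.315), -1.76 and -1.38 in *dxo1*, *dxo1*/*cDXO1* and *rnmt1‐3* (exact permutation p = 0.2 each). WT mock libraries differ among themselves in these genes (5.40, 6.60 and 7.10), and a low-oxygen state of WT mock libraries would predict no difference after ABA. There it was -0.74, -0.99 and -0.55 (exact permutation p = 0.1 each), with all 9 capping-mutant libraries below all WT libraries. That argues against the state of the mock libraries alone, as the mean over the capping mutants after ABA was -0.76 (-0.7585). In *dxo1*/*NTE* the mock difference was -0.72 (-0.7247; exact permutation p = 0.3) with overlapping libraries, which leaves the question open. Each *dxo1*/*NTE* mock library (5.18, 5.68 and 6.06) lies below the WT library of the same number, and scores rise with the replicate number in both groups, which the unpaired test ignores. Touch-responsive genes (14) differed from WT mock by 0.11, -0.20, -0.21 and -0.43 in *dxo1*, *dxo1*/*cDXO1*, *rnmt1‐3* and *dxo1*/*NTE* (exact permutation p = 0.9, 0.6, 0.4 and 0.2). They were below WT in 3 of 4 genotypes, which leaves a handling difference of the WT mock seedlings open.

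The WT mock libraries spread more than any other group. Library size as the cause is argued against by the range of the WT mock totals, 4.556% of their median. A single library fits: without replicate 1 the dispersion is 0.00491. A state that varies also in the other mock groups fits as well: over 19069 genes the change from replicate 1 to replicate 3 in WT mock correlated with that in the other mock groups at 0.111 to 0.136 and with that in the ABA groups at -0.0427 to 0.0181. Across genes these values are small, and genes are not independent replicates. Of the 17 hypoxia markers 4 are among the 200 most variable genes in WT mock, where 1.05% are expected. Differences in oxygen supply among WT mock seedlings are a hypothesis.

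With the fold limit WT has more ABA-responsive DEGs than the capping mutants; without it, by adjusted p, it has fewer (3300 against 4911 to 5263). The cause of the reversed order was not tested. For the count with the fold limit, a single library as the cause is argued against: the lowest WT count with 1 library left out was 1885, still more than in any capping mutant. A changed level before ABA was tested as the share of the smaller response that is already present under mock. It was 18.6% in *dxo1* (standard error 11.4), which argues against it as the main cause, and 21.7% in *dxo1*/*cDXO1* (18) and 49.4% in *rnmt1‐3* (21.5), where it remains open. Log2 fold changes fell with gene length across genes (Spearman -0.0926 to -0.183 in 7 contrasts with WT), but not in *dxo1*/*NTE* under mock (-0.011). The sizes differ between genotypes and treatments, so a length bias of the libraries remains open.

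*RNMT1* was higher in *dxo1*/*NTE* after ABA (log2 1.18, standard error 0.272; edgeR, adjusted p = 0.0197; DESeq2 0.0737), with 35.87, 60.34 and 20.28 CPM, where all 24 libraries of other genotypes had 14.05 to 22.15. A change of the wider region is argued against by the 4 nearest expressed genes, whose largest log2 ratio to WT in the highest library was 0.30 (0.296), and library size by the CPM of 60.34, which already accounts for it. The spread among the 3 libraries, 27.11, 21.2 and 17.12 under mock, falls with the replicate number. Segregation of the transgenic line was not tested.

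Linkage to the mutated loci was tested within 1 Mb. Around *DXO1*, 6.7% of the tested genes were DEGs in *dxo1* after ABA and 7.33% elsewhere (Fisher's exact test across genes, p = 0.767). Around *RNMT1* in *rnmt1‐3* after ABA it was 4.81% and 5.71% (Fisher's exact test across genes, p = 0.511). Under mock the shares were 6.75% and 7.23% (Fisher's exact test across genes, p = 0.842) and, near *RNMT1*, 6.74% and 5.85% (p = 0.444). No excess beyond chance was found at either locus, and a small one stays open.

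Primary microRNA transcripts were enriched among genes up in *rnmt1‐3* under mock (7 of 24; Fisher, adjusted p = 0.000584), late embryogenesis abundant genes among those up in *dxo1*/*cDXO1* (9 of 55; Fisher, adjusted p = 0.0135), and peroxidases among those down in *dxo1*/*cDXO1* (6 of 56; Fisher, adjusted p = 0.0348) and again after ABA (8 of 52; Fisher, adjusted p = 0.00325). For the microRNA genes, 0.23% of 10000 gene lists matched on length and expression held as many up DEGs, which argues against short gene length as the cause. As a set they were not shifted, with 12 of 24 higher and a median log2 fold change of 0.03 at percentile 64.2 of the matched lists; in *dxo1*/*NTE* under mock 3 of 16 were higher (percentile 0.34). No cause was tested for the other sets.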
